# ACOD1 deficiency offers protection in a mouse model of diet-induced obesity by maintaining a healthy gut microbiota

**DOI:** 10.1038/s41419-024-06483-2

**Published:** 2024-02-01

**Authors:** Tanja Eberhart, Federico Uchenna Stanley, Luisa Ricci, Tiziana Chirico, Roberto Ferrarese, Sofia Sisti, Alessandra Scagliola, Andreina Baj, Sylvia Badurek, Andreas Sommer, Rachel Culp-Hill, Monika Dzieciatkowska, Engy Shokry, David Sumpton, Angelo D’Alessandro, Nicola Clementi, Nicasio Mancini, Simone Cardaci

**Keywords:** Obesity, Dysbiosis

## Abstract

Aconitate decarboxylase 1 (ACOD1) is the enzyme synthesizing itaconate, an immuno-regulatory metabolite tuning host-pathogen interactions. Such functions are achieved by affecting metabolic pathways regulating inflammation and microbe survival. However, at the whole-body level, metabolic roles of itaconate remain largely unresolved. By using multiomics-integrated approaches, here we show that ACOD1 responds to high-fat diet consumption in mice by promoting gut microbiota alterations supporting metabolic disease. Genetic disruption of itaconate biosynthesis protects mice against obesity, alterations in glucose homeostasis and liver metabolic dysfunctions by decreasing meta-inflammatory responses to dietary lipid overload. Mechanistically, fecal metagenomics and microbiota transplantation experiments demonstrate such effects are dependent on an amelioration of the intestinal ecosystem composition, skewed by high-fat diet feeding towards obesogenic phenotype. In particular, unbiased fecal microbiota profiling and axenic culture experiments point towards a primary role for itaconate in inhibiting growth of *Bacteroidaceae* and *Bacteroides*, family and genus of *Bacteroidetes* phylum, the major gut microbial taxon associated with metabolic health. Specularly to the effects imposed by *Acod1* deficiency on fecal microbiota, oral itaconate consumption enhances diet-induced gut dysbiosis and associated obesogenic responses in mice. Unveiling an unrecognized role of itaconate, either endogenously produced or exogenously administered, in supporting microbiota alterations underlying diet-induced obesity in mice, our study points ACOD1 as a target against inflammatory consequences of overnutrition.

## Introduction

Obesity is a chronic condition of excessive fat accumulation associated with a body mass index (BMI) ≥ 30 kg/m^2^. With over 13% of the world’s population affected, obesity represents a global health concern, as it predisposes individuals to the development of chronic diseases including type 2 diabetes, non-alcoholic fatty liver disease (NAFLD) and several cancer types [1, 2].

Obesity develops when chronic energy intake exceeds energy expenditure, causing the accumulation of unused nutrients as fat in adipose tissue depots. The resulting adipocyte hypertrophy initiates a chronic low-grade inflammation (also known as meta-inflammation), characterized by production of pro-inflammatory mediators by adipocytes as well as adipose tissue-resident and recruited innate and adaptive immune cells [3, 4]. In turn, the engagement of meta-inflammatory networks within fat depots impairs adipocyte liporegulatory capacities, inhibits energy-expenditure, including adaptive thermogenesis in brown adipose tissue (BAT) and white adipose tissue (WAT) browning, as well as propagates major obesity-associated sequelae, such as decreased sensitivity to insulin and ectopic lipid deposition [3, 4]. In both rodents and humans, obesity is associated with gut microbiota imbalance (dysbiosis), mainly due to a decreased proportion between *Bacteroidetes* and *Firmicutes*, the two largest bacterial phyla of the intestinal ecosystem [5–7]. Intestinal dysbiosis participates in metabolic disease by stimulating food intake and energy extraction from the consumed diet as well as by promoting meta-inflammation in the host through decreased gut barrier function and altered microbial synthesis of signaling metabolites influencing host inflammatory responses, such as short-chain fatty acids (SCFA) [8, 9].

Metabolic changes in cells shape intestinal microbiota composition and regulate meta-inflammatory responses in obesity [10, 11]. Itaconate is a metabolite synthesized from the tricarboxylic acid (TCA) cycle intermediate *cis*-aconitate, catalyzed by the enzyme aconitate decarboxylase 1 (ACOD1) in animals [12]. Although poorly detectable in resting conditions, ACOD1 and itaconate levels are upregulated in immune (mainly macrophages) and non-immune cells in response to pro-inflammatory and oxidative conditions to sustain immunoregulatory and antioxidant programs [13–15]. Furthermore, itaconate biosynthesis is induced in cells following infections to regulate host-pathogen interactions [16]. The generation of an antiviral metabolic state in virus-infected cells and the inhibition of pro-survival bacterial metabolic pathways, such as the glyoxylate shunt and methylcitrate cycle, mainly account for antimicrobial roles of itaconate and its natural derivatives [12, 17, 18]. However, several bacteria can benefit from host-produced itaconate either by using it as a carbon source or as a signal to rewire their metabolism to promote biofilm formation [19, 20]. Aligned with this, mounting evidence points toward an instrumental role for the itaconate biosynthesis machinery in driving bacterial replication and pro-inflammatory lethal immune responses to microbial sepsis [16, 21].

Although its impact on cell metabolism has been widely investigated, understanding the role of itaconate biosynthesis in whole-body metabolic responses to nutritional perturbations remains largely unresolved. Here, we demonstrate that ACOD1 responds to dietary lipid overload by promoting gut microbiota alterations supporting obesity and its major inflammatory outcomes. *Acod1* loss opposes glycemic homeostasis alterations, liver steatosis, and associated urea cycle dysfunction as well as dampens meta-inflammation signatures induced by overnutrition in mice. Fecal metagenomics profiling and microbiota transplantation experiments demonstrate such protection is dominant, transferable and results from an amelioration of the intestinal ecosystem, altered by high-fat diet consumption, pointing towards itaconate biosynthesis as a novel target for intervention against metabolic disease.

## Results

### Genetic *Acod1* deficiency protects mice from diet-induced obesity

*Acod1* is a gene with barely detectable baseline expression but inducible on stress. To determine whether *Acod1* is responsive to fat overnutrition, we challenged five-week old wild type mice with standardized high-fat diet (HFD) containing 60% of calories from fat for 16 weeks to promote metabolic disease. Time-resolved profiling of *Acod1* mRNA levels in several tissues involved in responses to dietary lipid overload revealed increased gene expression in colon starting from 12 weeks of HFD administration, as well as brown adipose tissue (BAT) and liver after additional 4 weeks, with respect to age-matched littermates fed with normal diet (ND) (Fig. 1A and Supplementary Fig. 1A). Furthermore, a statistical significant increase of itaconate levels was detected in liver and colon of mice following HFD consumption, matching the corresponding timing of *Acod1* gene expression induction in both tissues (Fig. 1B and Supplementary Fig. 1B).

**Fig. 1:**
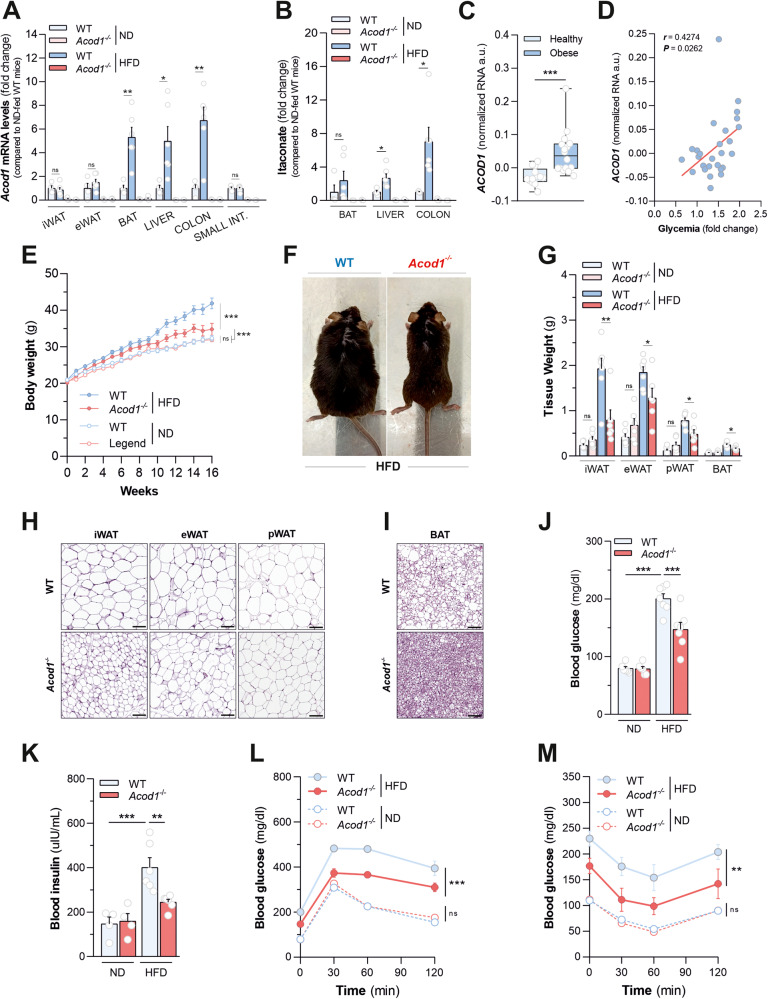
Acod1 deficiency protects mice from diet-induced obesity. **A** qPCR analysis of *Acod1* mRNA levels in the indicated tissues from WT and *Acod1*^*-/-*^ mice fed with ND (*n* = 4) or HFD (*n* = 6) for 16 weeks. Data as mean ± sem from one experiment out of two independently executed. **B** Itaconate levels in indicated tissues from mice as described in **A**; ND (*n* = 4), HFD-WT (*n* = 6), HFD-*Acod1*^*-/-*^ (*n* = 4). Data as mean ± sem from one experiment out of two independently executed. **C** *ACOD1* mRNA levels (GSE158237) in colon of healthy (BMI < 25 kg/m^2^, *n* = 13) and obese subjects (BMI > 30 kg/m^2^, *n* = 16). Boxes extend from 25th to 75th percentiles, black lines = median, whiskers=minimum to maximum. **D** Correlation analysis between colonic *ACOD1* mRNA (GSE158237) and relative changes in plasma glucose levels measured 2 h after oral glucose overload (OGTT) compared with baseline, in human subjects described in Fig. 1C. *r* = Pearson’s correlation coefficient. **E** Body weights of mice as described in **A**. Data as mean ± sem of *n* = 17 (ND-WT), *n* = 18 (ND- *Acod1*^*-/-*^), *n* = 26 (HFD-WT) and *n* = 22 (HFD-*Acod1*^*-/-*^) from three experiments independently executed. **F** Representative images of WT and *Acod1*^*-/-*^ mice after HFD. **G** Weights (g) of the indicated tissues from mice treated as in **A** at the end of the experiment; ND (*n* = 6), HFD-WT (*n* = 7), HFD-*Acod1*^*-/-*^ (*n* = 6). Data as mean ± sem from one representative experiment out of three independently executed. Representative images of H&E staining of iWAT, eWAT, pWAT (**H**) and BAT (**I**) from HFD-fed WT and *Acod1*^*-/-*^ mice. **J** Fasting glycemia of mice treated as in **A**; ND (*n* = 6), HFD (*n* = 7). Data as mean ± sem from one representative experiment out of two independently executed. **K** Fasting insulinemia of in mice treated as in **A**; ND (*n* = 4), HFD-WT (*n* = 7), HFD-*Acod1*^*-/-*^ (*n* = 6). Data as mean ± sem from one representative experiment out of two independently executed. **L** Glucose tolerance test (GTT) in mice treated as in **A**; ND (*n* = 6), HFD (*n* = 7). Data as mean ± sem from one representative experiment out of two independently executed. **M** Insulin tolerance test (ITT) in mice described in **A**; ND (*n* = 5), HFD (*n* = 7). Data as mean ± sem from one representative experiment out of two independently executed. In: (**A**–**C**, **G**): t-test; (**D**) Pearson correlation; (**E**), (**L**), and (**M**) two-way ANOVA; (J-K), one-way ANOVA with Dunnett’s multiple comparisons test compared to HFD-fed WT mice. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant.

*Acod1* is known to be prevalently expressed in macrophages. Results shown in Supplementary Fig. 1C indicate that HFD consumption does not result in a significant increase of the major macrophage marker F4/80 (*Adgre1*) mRNA levels (used as a proxy for macrophage accumulation) in BAT of wild type mice throughout the experiment. On the contrary, a significant accumulation of F4/80 mRNA was observed in liver and colon of HFD-fed mice only at 16 weeks of HFD feeding. These data, combined with the time-resolved profiling of *Acod1* mRNA levels in the same tissues (Fig. 1A and Supplementary Fig. 1A), suggest that the increase of *Acod1* mRNA in colon and BAT might result from a true up-regulation of its gene expression, whereas it might be considered just a proxy for increased macrophage accumulation in the liver. Querying for translational extension of data generated in mice, we retrieved *ACOD1* expression in publicly available transcriptomic datasets of human subjects with obesity and the associated NAFLD (Supplementary Table 1)*. ACOD1* mRNA levels were found higher in colon biopsies of obese subjects with respect to healthy counterparts (Fig. 1C) and correlated with lower tolerance to oral glucose overload (Fig. 1D). Also, increased *ACOD1* expression was found in livers of NAFLD patients in dependency of disease severity (Supplementary Fig. 1D) and hepatic steatosis grades (Supplementary Fig. 1E).

Then, to understand the role of ACOD1 in the whole-body responses to fat overnutrition we challenged *Acod1* knockout (*Acod1*^-/-^) mice with either standard chow or HFD and compared their responses to wild-type counterparts on the same dietary regimen. Genetic ablation of *Acod1* abrogated detection of its mRNA levels (Fig. 1A) and HFD-induced itaconate accumulation in tissues (Fig. 1B). Unexpectedly, we found *Acod1*^-/-^ mice gained less weight than their wild-type littermates, on HFD (Fig. 1E, F). Consistent with this, *Acod1* loss resulted in lower accumulation of adiposity in response to dietary lipid overload, as demonstrated by a considerable decrease in weight of inguinal (iWAT), epididymal (eWAT), and perirenal (pWAT) white fat depots as well as BAT measured in HFD-fed *Acod1*^*-/-*^ mice, compared with wild type counterparts (Fig. 1G), without any change in the mass of several lean soft tissues (Supplementary Fig. 1F). In support of such evidence, significant decreases in white adipocyte size (Fig. 1H and Supplementary Fig. 1G) and BAT whitening (Fig. 1I and Supplementary Fig. 1H) were detected by histomorphometry of fat depots isolated from *Acod1*^*-/-*^ mice challenged with HFD, with respect to wild type controls. Consistent with the lower fat mass, HFD-fed *Acod1*^*-/-*^ mice displayed lower fasting glycemia (Fig. 1J) and insulinemia than wild type mice (Fig. 1K). In line, improved responses to intraperitoneal glucose overload (Fig. 1L and Supplementary Fig. 1I) and insulin administration (Fig. 1M and Supplementary Fig. 1J), were imposed by *Acod1* ablation in HFD-fed mice, without changes in GLP-1 and resistin, hormones regulating sensitivity to insulin (Supplementary Fig. 1K). On the contrary, on a regular chow, *Acod1*^-/-^ mice did not show any overt phenotype maintaining overall body weight (Fig. 1E), adiposity (Fig. 1G), fasting blood glucose (Fig. 1J) and insulin levels (Fig. 1K), glucose tolerance (Fig. 1L and Supplementary Fig. 1I**)** and insulin sensitivity (Fig. 1M and Supplementary Fig. 1J) comparable to those of age-matched wild type counterparts. Importantly, oral administration of itaconate (1 mM) to HFD-fed *Acod1*^*-/-*^ mice was sufficient to rescue the levels of itaconate accumulation in the colon (Supplementary Fig. 2A) and to restore the effects of gene loss on body weight gain (Supplementary Fig. 2B), adiposity (Supplementary Fig. 2C) and insulin resistance (Supplementary Fig. 2D). Collectively, these results demonstrate that deficiency of ACOD1 activity in mice offers an obvious amelioration - although not a complete abrogation - of diet-induced obesity and the associated alterations of glucose homeostasis.

### *Acod1* ablation opposes liver steatosis and associated urea cycle dysfunction induced by dietary lipid overload

Diet-induced obesity might result in lipid deposition in the liver, setting the stage for NAFLD development. Necroscopic analyses indicated that livers isolated from HFD-fed wild type mice were bigger (Fig. 2A) with respect to *Acod1*^-/-^ counterparts. Histological examination of liver sections (Fig. 2B) and quantitative determination of hepatic triglyceride content (Fig. 2C) clearly showed that *Acod1* loss attenuated HFD-induced liver steatosis. On the contrary, livers isolated from *Acod1*^-/-^ mice displayed similar weight and fat content with respect to their controls, on a regular chow (Fig. 2A–C). Next, to gain deeper insights into the impact of *Acod1* deficiency on hepatic responses to HFD, we compared livers from wild type and *Acod1*^-/-^ mice fed with standard chow or HFD by untargeted label-free quantitative proteomics. Principal component analysis showed an obvious separation between the hepatic proteome of mice challenged with HFD compared with their controls (Supplementary Fig. 3A). Moreover, the occurrence of a sub-clustering between HFD-challenged wild type and *Acod1*^-/-^ mice, but not in their corresponding normal diet-fed controls, indicated that *Acod1* loss generates a molecular signature to fat overnutrition. Specifically, *Acod1* deficiency opposed the impact of dietary lipid overload on the hepatic proteome, as demonstrated by the significant negative correlation computed between changes in protein abundances occurring in liver of wild-type mice upon HFD and those determined by *Acod1* loss on the same dietary regimen (Supplementary Fig. 3B). In particular, the levels of 130 proteins were significantly increased in liver of HFD-challenged wild type mice compared with normal diet-fed controls and the content of almost half of them (58) were significantly down-regulated by *Acod1* loss (Fig. 2D). Functional annotation analysis revealed that the restored proteome was mainly enriched with metabolic categories related to fatty acid biosynthesis and processing pathways (Fig. 2E and Supplementary Table 2). Consistent with the amelioration of the steatotic phenotype, *Acod1* loss counteracted the HFD-induced hepatic accumulation of perilipins (PLIN2, PLIN3, PLIN4), which sequester lipids by protecting lipid droplets from lipase action, enzymes responsible for peroxisomal fatty acid β-oxidation (ACOX1, HSD17B4, SCP2, CRAT, ACOT2, ACOT4, DECR2), known to promote HFD-induced liver steatosis by inhibiting hepatic lipophagy [22], as well as CD36 which promotes fatty liver development by facilitating free fatty acid (FFAs) uptake in hepatocytes [23, 24] (Fig. 2F). In particular, the attenuation of CD36 content was associated with decreased abundance of several FFAs (Fig. 2G) and their corresponding diacylglycerol species (Fig. 2H), accumulating in liver of mice following HFD consumption. Comparative proteomics also retrieved 46 entities whose levels were significantly decreased in liver of wild-type mice following HFD challenge and restored by *Acod1* gene ablation (Fig. 2I and Supplementary Table 2). Strikingly, four of them, ornithine transcarbamylase (OTC), carbamoyl phosphate synthetase 1 (CPS1), argininosuccinate synthetase 1 (ASS1), and *N*-acetylglutamate synthase (NAGS) (Fig. 2J) are enzymes involved in the urea cycle, a metabolic route responsible for ammonia detoxification impaired in NAFLD experimental models and patients, as a result of hepatic fatty acid accumulation [25], contributing to development of hepatic fibrosis [26]. In line with protection from diet-induced liver steatosis, functional enrichment analysis ranked urea cycle as the most significantly altered pathway by HFD regimen and rescued in *Acod1*^*-/-*^ mice (Fig. 2I). The changes in the levels of such proteins imposed by genotype occurred mainly following HFD administration and not upon normal chow (Fig. 2J) and were associated with alterations in the expression of their encoding genes (Supplementary Fig. 3C). Moreover, the emergence of such proteomic signature induced by HFD consumption was linked to decreased levels of associated urea cycle metabolites and accumulation of ammonia in the liver, both restored by *Acod1* loss (Fig. 2K, L). Overall, these data indicate that *Acod1* deficiency protects mice from hepatic steatosis and the NAFLD-associated urea cycle dysfunction induced by fat overfeeding.

**Fig. 2:**
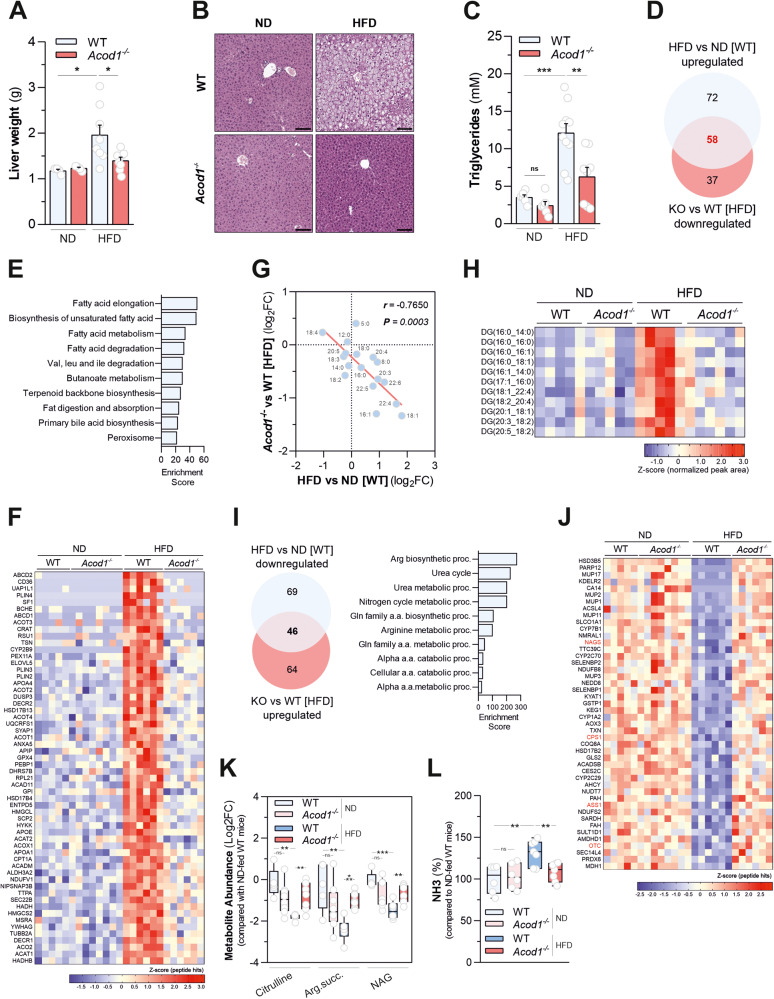
*Acod1* ablation opposes liver steatosis and associated urea cycle dysfunction induced by dietary lipid overload. **A** Weights of livers from WT and *Acod1*^*-/-*^ mice fed with ND (*n* = 4) or HFD (*n* = 8) for 16 weeks. Data as mean±s.e.m. from one experiment out of three independently executed. **B** Representative H&E staining of livers from mice described in **A**, Bar = 100 μm. **C** Liver triglycerides in mice described in **A**; ND (*n* = 6), HFD-WT (*n* = 10), HFD-*Acod1*^*-/-*^ (*n* = 8). Data as mean±s.e.m. from two independent experiments. Venn diagram (**D**) and KEGG-based functional enrichment analysis (**E**) of upregulated proteins in livers of WT mice fed with HFD compared with ND-fed mice (HFD vs ND [WT]) and rescued by *Acod1* loss (*Acod1*^*-/-*^ vs WT [HFD]). Data derive from *n* = 5 ND-fed (WT), *n* = 8 (ND-fed *Acod1*^*-/-*^) and *n* = 6 (HFD-fed) mice from two independent experiments. (**F**) Heatmap of protein levels described in **D**. **G** Pearson’s correlation between changes in liver free fatty acid (FFA) levels in HFD-fed WT mice (HFD vs ND [WT]) and by *Acod1* loss (*Acod1*^*-/-*^ vs WT [HFD]); *n* = 6 pre group. Data from two independent experiments. **H** Heatmap depicting diacylglycerol levels in livers of mice treated as in **A**. Data derive from *n* = 5 (ND-fed), *n* = 5 (HFD-fed WT), *n* = 6 (HFD-fed *Acod1*^*-/-*^) mice from one experiment. **I** Venn diagram (left) and gene ontology (biological processes)-based functional enrichment analysis (right) of downregulated proteins in livers of WT mice fed with HFD compared with ND-fed mice (HFD vs ND [WT]) and rescued by *Acod1* loss (*Acod1*^*-/-*^ vs WT [HFD]). **J** Heatmap of protein levels described in **I**. **K** Levels of the indicated urea cycle metabolites in liver of mice fed with either ND or HFD for 16 weeks. Data derive from *n* = 5 (ND-fed wild type), *n* = 8 (ND-fed *Acod1*^*-/-*^), *n* = 6 (HFD-fed wild type), and *n* = 7 (HFD-fed *Acod1*^*-/-*^) mice from two independent experiments; Arg.succ argininosuccinate, NAG *N*-Acetylglutamate. **L** Levels of NH_3_ in liver of mice fed with either ND or HFD for 16 weeks. Data derive from *n* = 6 (ND), *n* = 7 (HFD)-fed mice from two independent experiments. In **K** and **L**, boxes extend from 25th to 75th percentiles, black lines=median, whiskers=minimum to maximum. In (**A**) one-way ANOVA with Dunnett’s multiple comparisons test compared to HFD-fed WT mice; In **C**, (**K**, **L**): *t*-test. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant.

### Acod1 loss improves metabolic activity of HFD-fed mice

The leaner phenotype observed in HFD-challenged *Acod1*^-/-^ mice did not result from reduction in food consumption (Supplementary Fig. 4A) or impairment of intestinal nutrient absorption, evaluated by bomb calorimetry-mediated measurement of fecal energy content (Supplementary Fig. 4B). Furthermore, it was not associated with genotype-dependent perturbations of the basal adipogenic potential, assessed by measuring neutral lipid accumulation and mRNA levels of key adipogenic regulators in cultured primary iWAT pre-adipocytes, isolated from wild type and *Acod1*^-/-^ mice, upon differentiation stimulation (Supplementary Fig. 4C, D). Therefore, to elaborate on the mechanisms responsible for resistance to diet-induced obesity and the associated metabolic dysfunctions promoted by *Acod1* deficiency, we performed whole-body metabolic analyses of HFD-fed mice by indirect calorimetry. A significant increase in oxygen consumption (Fig. 3A) and energy expenditure (Fig. 3B), during both light and dark phases, were observed in *Acod1*^-/-^ mice compared with wild-type littermates. Such results demonstrate that *Acod1* loss imposes a higher metabolic rate upon HFD challenge, not dependent on changes in preferential substrate use, as indicated by the unaffected respiratory exchange ratio (Supplementary Fig. 4E). Additionally, such changes were neither associated with genotype-dependent alterations of circulating leptin levels (Supplementary Fig. 4F) nor attributable to changes in spontaneous locomotor activity (Supplementary Fig. 4G). 

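RNA was sequenced from the epididymal white adipose tissue (eWAT) of 4 wild type mice fed a normal diet (ND), 5 wild type mice fed an HFD and 5 HFD-fed *Acod1*-/- mice, as 1 library per mouse. The deleted gene, *Acod1* (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573 in GRCm38), was near the floor of these libraries, and above it in 1 of them. Its highest count was 2 in ND-fed wild type mice, 9 in HFD-fed wild type mice and 2 in HFD-fed *Acod1*-/- mice, and 1 of 4, 3 of 5 and 2 of 5 libraries had any count. A difference in *Acod1* was not detectable at this depth (two-sided exact permutation test of normalized counts, p = 0.405 for genotype and p = 0.246 for diet), so its counts do not check the genotype of a library. The HFD drew 60% of its calories from fat and was given for 16 weeks from 5 weeks of age. The authors made directional libraries from mRNA, trimmed the reads, discarded short ones and those matching contaminants, and aligned the rest to GRCm38 with STAR. Their deposited files list the uniquely aligned reads counted on each gene, without normalization, and FPKM values that follow from these counts and the length of each cDNA. The tests here start from the counts. The paper's text does not name the counting program or its use of strand, so overlapping genes are a limit of these counts. Counted reads per library (M, genes only) ranged from 40.53 to 52.34 in ND-fed wild type mice (median 50.77), from 38.93 to 51.66 in HFD-fed wild type mice (median 45.09) and from 31.41 to 45.77 in HFD-fed *Acod1*-/- mice (median 37.84). Counts of 3 or fewer in a library were taken as its floor, which covers counting error only. The libraries were sequenced in 2 series. The ND-fed group and 1 library each of the HFD-fed groups were in series 2, and the other 4 libraries of each HFD-fed group were in series 1, so diet and series nearly coincide while genotype and series do not. Genes with a mean of at least 1 CPM (counts scaled to a common library size) over the 14 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of the 3 groups. HFD-fed wild type mice were compared with ND-fed wild type mice (diet), and HFD-fed *Acod1*-/- mice with HFD-fed wild type mice (genotype). Values of p were adjusted over all genes tested by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.1, the threshold of the paper. The test is not the paper's, which used DESeq2, so calls by DESeq2's Wald test are given as an alternative. A gene changed by diet and changed back by genotype, both called, is counted as rescued.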

Next, to determine whether fat tissues contributed to the higher energy expenditure in overfeeding conditions, we profiled gene expression changes determined by *Acod1* loss in eWAT isolated from HFD-fed mice by RNAseq. Mitochondrial dysfunction and compromised oxidative metabolism are considered hallmarks of obese adipose tissue [27]. 

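Of 14936 genes tested in eWAT, 4025 were lower and 3705 higher in wild type mice on HFD, and 1364 were higher and 1612 lower in HFD-fed *Acod1*-/- mice than in HFD-fed wild type mice. The genes lower on HFD and higher by genotype numbered 998, or 24.8% of those lower on HFD. Every HFD library was below every ND library in 2607 of the 4025 genes. By genotype, the groups were apart in 362 of the 1364 higher genes. For a gene not chosen by its values, 0.794% and 0.397% of the splits give such an order. These genes were chosen by theirs, so the shares are no test of the counts. The count of rescued genes moved most with the threshold on the adjusted p, to 508 at 0.05, and was 605 without the filter on low counts, of which 469 were among the 998. It also rested on single libraries. Without wild type HFD library 4 or 1 it was 552 or 581, without *Acod1*-/- library 3 or 4 it was 563 or 638, and without *Acod1*-/- library 5 it rose to 1365. With the sequencing series as a term in the fit, 4873 of the 7730 genes changed by diet were still called, and 725 genes were lower on HFD and rescued. Within series 1 alone, a split chosen after the results were seen, 1601 genes were higher and 2137 lower by genotype. Series 1 holds no ND-fed library, so diet was not tested within a series. Across all genes, which are not independent replicates, the diet and genotype log2 fold changes had a Pearson's r of -0.66. Both comparisons share the HFD-fed wild type mice, and counts simulated with no change gave an r between -0.49 and -0.41. Without ND library 2 the r was -0.50, close to that range. Among 100 splits of the HFD-fed libraries, the real one included, 10 gave an r as low as the real one. ND library 2 had the highest summed CPM of 10 epididymis genes (6982), a set with medians of -4.60 on HFD and 4.30 by genotype. *Acsm3* (ENSMUSG00000030935, chromosome 7, 119760923 to 119787513) encodes an acyl-CoA synthetase and was among the 3 genes higher by genotype with the smallest adjusted p and groups apart. It measured 25.9 ± 4.66 CPM (SD, n = 4) in ND-fed wild type mice, 1.10 ± 0.654 CPM (SD, n = 5) in HFD-fed wild type mice and 13.7 ± 7.61 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Acsm3* changed by -4.55 on the log2 scale on HFD (standard error 0.61, adjusted p = 0.000315) and by 3.63 by genotype (standard error 0.58, adjusted p = 0.0110). With each library left out in turn, its genotype log2 fold change stayed between 3.36 and 3.90. *Mapk8ip1* (ENSMUSG00000027223, chromosome 2, 92383676 to 92401263) measured 20.0 ± 3.35 CPM (SD, n = 4) in ND-fed wild type mice, 5.90 ± 0.4931 CPM (SD, n = 5) in HFD-fed wild type mice and 11.3 ± 2.20 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Mapk8ip1* changed by -1.76 on the log2 scale on HFD (standard error 0.17, adjusted p = 9.34e-05) and by 0.94 by genotype (standard error 0.16, adjusted p = 0.0110). *Vwa3a* (ENSMUSG00000030889, chromosome 7, 120739318 to 120805742) changed by -3.33 on the log2 scale on HFD (standard error 0.25, adjusted p = 1.4e-05) and differed by 1.01 by genotype (adjusted p = 0.0156), although *Acod1*-/- library 5 lay far below the other 4. *Sik3* (ENSMUSG00000034135, chromosome 9, 46012820 to 46224194) was among the 3 genes lower on HFD with the smallest adjusted p (log2 fold change -1.27, standard error 0.091, adjusted p = 1.4e-05). It was not called by genotype (0.20, adjusted p = 0.138), except without *Acod1*-/- library 2 (adjusted p = 0.0972) and by DESeq2's Wald test (adjusted p = 0.0950).

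**Figure D1:**
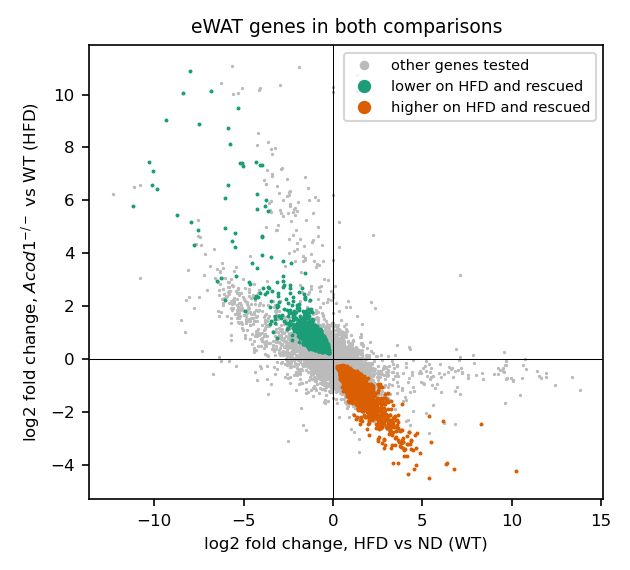
Log2 fold change by diet (HFD-fed against ND-fed wild type mice, x axis) and by genotype (HFD-fed *Acod1*-/- against HFD-fed wild type mice, y axis) of each gene tested in eWAT. The 998 genes lower on HFD and rescued and the 1330 genes higher on HFD and rescued are coloured, and lie in opposite quadrants.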

In line with this and the enhanced metabolic activity detected in HFD-fed *Acod1*^-/-^ mice, the transcriptional profile of genes significantly down-regulated in eWAT of wild-type mice in response to HFD and rescued by *Acod1* loss was mainly enriched with functional categories defining oxidative metabolic processes and mitochondrial energy-producing pathways (Fig. 3C and Supplementary Table 3). In particular, *Acod1* loss opposed the HFD-induced transcriptional suppression of genes encoding TCA cycle enzymes (*Mdh1b*, *Aco1*, *Dlst*, *Suclg2*, *Cs*, *Sdha*, *Dld*, *Idh3b*, *Ogdh*) as well as components of mitochondrial electron transport chain (*Ndufs1, Uqcrc2, Ndufv1, Ndufb8, Atp5b*) (Fig. 3D). 

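Fig. 3D lists 23 genes, of which 22 passed the filter on low counts in eWAT. *Mdh1b* did not. All 22 had a negative log2 fold change on HFD and a positive one by genotype, with medians of -0.58 and 0.50. Both changes were called for 17 of them over all genes tested, and for 22 when adjusted over the list alone. The study chose this list on these libraries, so the count over the list alone is not independent evidence. Leaving out 1 library moved the 17 to between 8 (without wild type HFD library 1) and 19 (without *Acod1*-/- library 5), with 11 without *Acod1*-/- library 3, and testing without the filter on low counts gave 8. Of the TCA cycle genes tested, 6 of 9 were called in both comparisons, and of the oxidative phosphorylation genes 5 of 6. *Sdha* (ENSMUSG00000021577, chromosome 13, 74322254 to 74350280) measured 641 ± 120.3 CPM (SD, n = 4) in ND-fed wild type mice, 362 ± 48.8 CPM (SD, n = 5) in HFD-fed wild type mice and 498 ± 39.9 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. Its log2 fold change was -0.82 on HFD (adjusted p = 0.000880) and 0.46 by genotype (adjusted p = 0.0405), and the second was not called without wild type HFD library 1 (adjusted p = 0.101) or without the filter on low counts (adjusted p = 0.124). *Ndufs1* (ENSMUSG00000025968, chromosome 1, 63143596 to 63176833) measured 155 ± 32.5 CPM (SD, n = 4) in ND-fed wild type mice, 89.4 ± 10.6 CPM (SD, n = 5) in HFD-fed wild type mice and 127 ± 10.5 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Ndufs1* changed by -0.80 on the log2 scale on HFD (standard error 0.14, adjusted p = 0.000894) and by 0.50 by genotype (standard error 0.13, adjusted p = 0.0258). The genes not called in both comparisons stood close to the threshold. *Cs* had adjusted p = 0.103 by diet and 0.102 by genotype, *Ogdh* 0.00291 and 0.101, *Idh3b* 0.0507 and 0.109, and *Atp5b* 0.0590 and 0.101. Each of these 4 was called in both comparisons by DESeq2's Wald test. *Cs* (ENSMUSG00000005683, chromosome 10, 128337734 to 128362479) was also uneven within groups, since *Acod1*-/- library 2 was far above and wild type HFD library 1 far below the others of its group. Without *Acod1*-/- library 2 its diet adjusted p was 0.0367 and without ND library 1 0.0649, and without *Acod1*-/- library 5 or ND library 4 its genotype adjusted p was 0.0811 or 0.0890. A filter of 1 CPM in every library gave 0.0923 for diet and 0.0980 for genotype, and a fit of only the groups compared 0.0611 for diet. *Ogdh* was called by genotype without ND library 4 (adjusted p = 0.0825), wild type HFD library 2 (0.0917) or 5 (0.0863), or *Acod1*-/- library 4 (0.0899). *Atp5b* was called by genotype without ND library 4 (adjusted p = 0.0880), wild type HFD library 4 (0.0748) or *Acod1*-/- library 5 (0.0857). It lost its diet call without ND library 4 (0.195) or wild type HFD library 1 (0.105), 3 (0.110) or 5 (0.103), with the sequencing series as a term (0.130) and without the filter on low counts (0.168).
The same pathways were also tested as gene sets written from general knowledge, with camera at a preset correlation between genes of 0.01. The 23 TCA cycle genes, 8 of which the study lists, had a median log2 fold change of -0.27 on HFD (5 of 23 higher, adjusted p = 0.0425) and of 0.43 by genotype (23 of 23 higher, adjusted p = 1.21e-06). The 70 nuclear genes for subunits of the respiratory chain and ATP synthase, 6 of which the study lists, had a median of 0.31 on HFD (56 of 70 higher, adjusted p = 0.0194), opposite in sign to the listed 6, and of 0.28 by genotype (69 of 70 higher, adjusted p = 8.81e-06). The sign on HFD was the same with DESeq2's size factors (0.33), while without ND library 1 the median was 0.24 (adjusted p = 0.182) and with the sequencing series as a term 0.20 (adjusted p = 0.405). By genotype the median was 0.088 without *Acod1*-/- library 2 (adjusted p = 0.0350), and 31 of 100 splits of the libraries, the real one included, gave a median as large. The 13 mitochondrially encoded subunit genes had medians of -0.23 on HFD (adjusted p = 0.567) and 0.72 by genotype (13 of 13 higher, adjusted p = 0.00357). Mitochondrially encoded genes took 13.2% of counts in *Acod1*-/- library 2, against 5.09% to 7.69% in the others of its group. In HFD-fed wild type libraries they took 3.96% to 7.45%. The genotype median may thus lean on that library, and no fit without it is given for this set. Under fry, the TCA cycle set was called by genotype (adjusted p = 0.0553) but not on HFD (0.166), and neither subunit set was called in either comparison (0.394 and 0.253 for the nuclear genes, 0.654 and 0.192 for the mitochondrial genes). With the correlation estimated from the libraries, none of these calls held. A set of 20 adipocyte genes had a median of 0.39 by genotype (16 of 20 higher, camera adjusted p = 0.00133, fry adjusted p = 0.1005). The genotype medians of the oxidative sets therefore do not tell a change within cells from a higher share of adipocyte RNA.

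**Figure D2:**
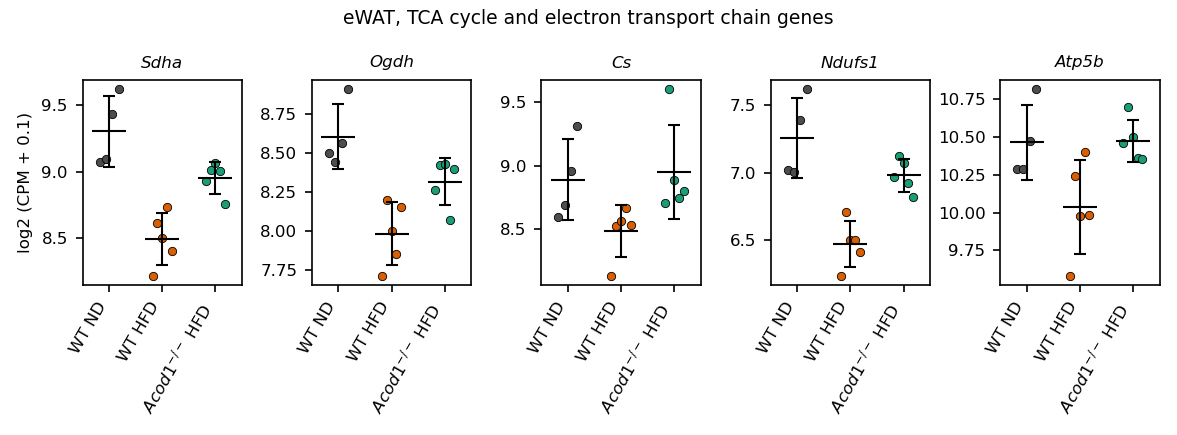
Expression of *Sdha*, *Ogdh*, *Cs*, *Ndufs1* and *Atp5b* in eWAT of ND-fed wild type, HFD-fed wild type and HFD-fed *Acod1*-/- mice, as log2 (CPM + 0.1). Dots are libraries (n = 4, 5 and 5) and bars show the mean ± SD. The group means of each gene are lowest in HFD-fed wild type mice.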

Consistent with this, increased mRNA levels of the transcriptional coactivator *Pgc-1α* (*Ppargc1a*), a master regulator of mitochondrial oxidative metabolism, were observed in HFD-fed *Acod1*^-/-^ mice, compared with wild type counterparts (Supplementary Fig. 4H). Furthermore, *Acod1* ablation rescued the mRNA levels of genes involved in neutral lipolysis (*Pnpla3* and *Lipe*) and mitochondrial fatty acid oxidation (*Echdc2*, *Echs1*, *Hsd17b10*, *Acad10*, *Acad11*) (Fig. 3D), downregulated in adipose tissue of wild type mice in response to fat overfeeding. It is worth noting that acyl-carnitine accumulation occurs when fatty acid supply exceeds mitochondrial β-oxidation and TCA cycle capacity [28]. 

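Of the 7 listed genes of lipolysis and fatty acid oxidation, 6 were called in both comparisons over all genes tested and 7 when adjusted over the list alone, a list chosen on these libraries. Their median log2 fold change was -0.64 on HFD and 0.74 by genotype. *Pnpla3* (ENSMUSG00000041653, chromosome 15, 84167837 to 84187236) measured 223 ± 56.5 CPM (SD, n = 4) in ND-fed wild type mice, 73.6 ± 18.9 CPM (SD, n = 5) in HFD-fed wild type mice and 127 ± 13.1 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Pnpla3* changed by -1.60 on the log2 scale on HFD (standard error 0.20, adjusted p = 0.000261) and by 0.78 by genotype (standard error 0.19, adjusted p = 0.0208). In fits that each left out 1 library, these stayed between -1.76 and -1.45 and between 0.65 and 0.89. *Lipe* (ENSMUSG00000003123, chromosome 7, 25379527 to 25398710) measured 1675 ± 345 CPM (SD, n = 4) in ND-fed wild type mice, 1085 ± 345 CPM (SD, n = 5) in HFD-fed wild type mice and 1819 ± 344 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Lipe* changed by -0.63 on the log2 scale on HFD (standard error 0.24, adjusted p = 0.0471) and by 0.74 by genotype (standard error 0.23, adjusted p = 0.0481). The groups of *Lipe* overlapped in both comparisons. Its diet call was lost without ND library 4 (adjusted p = 0.141) or wild type HFD library 4 (0.101), and its genotype call without wild type HFD library 4 (0.111) or *Acod1*-/- library 3 (0.111). The sequencing series as a term gave adjusted p = 0.230 for diet, and testing without the filter on low counts gave 0.105 for diet and 0.101 for genotype. *Acad11* (ENSMUSG00000090150, chromosome 9, 104063377 to 104127725), the gene not called in both comparisons, had a log2 fold change of -0.40 on HFD (standard error 0.20, adjusted p = 0.110) and of 0.55 by genotype (standard error 0.18, adjusted p = 0.0691). Both of its calls changed between fits. Its diet adjusted p was 0.0638 without ND library 2, 0.0538 without wild type HFD library 2, and 0.0877 or 0.0883 without *Acod1*-/- library 1 or 2. Its genotype adjusted p was 0.154 or 0.133 without wild type HFD library 1 or 4, and 0.166 or 0.147 without *Acod1*-/- library 1 or 3. It was also called on HFD by DESeq2's Wald test (adjusted p = 0.0974), with 1 CPM in every library (0.0915) and in a fit of only the groups compared (0.0828). That last fit (0.109) and a fit without the filter on low counts (0.142) lost its genotype call. In a broader set of 20 fatty acid oxidation genes, 3 of them listed by the study, the median log2 fold change was 0.065 on HFD (11 of 20 higher, camera adjusted p = 0.607) and 0.22 by genotype (16 of 20 higher, camera adjusted p = 0.00745, fry adjusted p = 0.173). The paper starts from mitochondrial dysfunction as a hallmark of obese adipose tissue, takes the genes lowered by HFD and raised by *Acod1* loss, and states from them that oxidative and lipid catabolic genes are rescued in eWAT.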

In line with this and the rescue of lipid catabolic genes, *Acod1* loss normalized the levels of major long-chain acyl-carnitines (palmitoyl-, oleoyl-, stearoyl-carnitine), increased in eWAT of wild type mice following dietary lipid overload (Fig. 3E). BAT contributes to energy expenditure by engaging catabolic processes sustaining non-shivering (adaptive) thermogenesis, mainly mediated by uncoupling protein 1 (UCP1) activity [29]. Furthermore, WAT browning might participate in energy dissipation, thereby counteracting obesity manifestation [30, 31]. Consistent with this, increased mRNA levels of representative genes promoting triglyceride and fatty acid catabolism (*Pnpla3*, *Atgl*, *Cpt2*, *Cact*, *Acaa2*, *Hadha*, *Hadhb*) mitochondrial biogenesis (*Nrf1*, *Tfam*, *Pgc1-α*) and involved in central carbon metabolism (*Slc2a4*, *Aco2*, *Sdha*, *Suclg2*) were detected in BAT collected from HFD-fed *Acod1*^-/-^ mice, compared with wild type controls (Fig. 3F). Furthermore, *Acod1* loss resulted in increased expression of genes for non-shivering thermogenesis, such as *Ucp1* (Fig. 3G), *Ppar-γ* and *Cidea* (Fig. 3F) as well as stronger UCP1 immunostaining (Fig. 3H and Supplementary Fig. 4I) in BAT isolated from HFD-fed mice. Similarly, *Acod1* ablation resulted in up-regulation of *Ucp1* mRNA levels in iWAT isolated from HFD-fed mice (Fig. 3I) and opposed the changes in the expression of several genes regulating the adaptive thermogenic response, elicited by fat overfeeding in wild type mice, retrieved by RNAseq (Fig. 3J and Supplementary Table 4). 

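Inguinal white adipose tissue (iWAT) RNA was sequenced from 3 ND-fed wild type, 5 HFD-fed wild type and 3 HFD-fed *Acod1*-/- mice. The paper states 16 weeks of diet, while the sample labels state 17 or 18 weeks for *Acod1*-/- libraries 2 and 3. Depth on genes (M reads per library) ranged from 37.86 to 46.16 in ND-fed wild type mice (median 43.25), from 39.14 to 48.98 in HFD-fed wild type mice (median 41.52) and from 32.26 to 43.43 in HFD-fed *Acod1*-/- mice (median 40.26). *Acod1* had at most 7, 9 and 2 counts in the 3 groups, and no difference was detectable at this depth (two-sided exact permutation test, p = 0.5 for diet and p = 0.554 for genotype). Series 2 held the ND-fed group, wild type HFD library 5 and *Acod1*-/- library 3. Of 14801 genes tested in the same way as in eWAT, 3830 were higher and 3585 lower on HFD, with the groups apart in 3293 and 3010. An unselected gene has its groups apart in a given direction in 1.79% of the splits, which is no test of genes already called. By genotype, 0 genes were called in either direction, against 1062 higher and 1406 lower at an unadjusted p under 0.05, and the smallest adjusted p was 0.108. This count moved most with 1 library. Without *Acod1*-/- library 3, 1401 genes were higher and 1263 lower by genotype, and without wild type HFD library 5, 72 and 138. Among the other settings, DESeq2's Wald test gave 440 and 632. Within series 1, a split chosen after the results were seen that leaves 2 *Acod1*-/- libraries, 960 genes were higher and 1136 lower. With the series as a term, 1 and 3 genes were called by genotype, and 5166 of the 7415 genes changed by diet.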

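All 12 genes of Fig. 3J were tested in iWAT, and all were called on HFD with opposite signs in the 2 comparisons. By genotype 0 of the 12 were called over all genes tested by edgeR's test, with adjusted p between 0.132 and 0.264. DESeq2, the tool the paper used, called 11 of the 12 in both comparisons. All 12 had an unadjusted p under 0.05, and 12 were called when adjusted over the list alone, which the study chose on these libraries. The 9 positive regulators of thermogenesis had a median log2 fold change of -1.03 on HFD and 1.14 by genotype, and the 3 negative regulators 1.07 and -0.87. *Ebf2* (ENSMUSG00000022053, chromosome 14, 67233292 to 67430918) measured 31.9 ± 2.87 CPM (SD, n = 3) in ND-fed wild type mice, 17.5 ± 1.10 CPM (SD, n = 5) in HFD-fed wild type mice and 36.5 ± 10.4 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Ebf2* changed by -0.86 on the log2 scale on HFD (standard error 0.16, adjusted p = 0.00183) and by 1.06 by genotype (standard error 0.16, adjusted p = 0.132). It was called by genotype without *Acod1*-/- library 3 (adjusted p = 0.00453) or wild type HFD library 5 (0.0447), by DESeq2's Wald test (1.17e-05), with DESeq2's size factors in edgeR (0.0950), and under both other filters on low counts (0.0505 and 0.0689). Wild type HFD library 5 lay above the other 4 of its group. *Adrb3* (ENSMUSG00000031489, chromosome 8, 27225776 to 27250616) measured 532 ± 37.1 CPM (SD, n = 3) in ND-fed wild type mice, 144 ± 74.7 CPM (SD, n = 5) in HFD-fed wild type mice and 517 ± 320.4 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Adrb3* changed by -1.88 on the log2 scale on HFD (standard error 0.47, adjusted p = 0.00862) and by 1.84 by genotype (standard error 0.47, adjusted p = 0.143). Its genotype adjusted p was 0.0182 without *Acod1*-/- library 3. *Cidea* (ENSMUSG00000024526, chromosome 18, 67343604 to 67367785) measured 196 ± 162 CPM (SD, n = 3) in ND-fed wild type mice, 26.9 ± 9.52 CPM (SD, n = 5) in HFD-fed wild type mice and 59.5 ± 23.8 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Cidea* changed by -2.87 on the log2 scale on HFD (standard error 0.48, adjusted p = 0.00110) and by 1.14 by genotype (standard error 0.48, adjusted p = 0.264). No fit called it by genotype, and its adjusted p there ranged from 0.135 to 0.561 with each library left out in turn. Among the negative regulators, *Fgf9* (ENSMUSG00000021974, chromosome 14, 58070547 to 58112720) measured 0.186 ± 0.0843 CPM (SD, n = 3) in ND-fed wild type mice, 5.66 ± 3.13 CPM (SD, n = 5) in HFD-fed wild type mice and 1.48 ± 0.713 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Fgf9* changed by 4.90 on the log2 scale on HFD (standard error 0.67, adjusted p = 0.000343) and by -1.93 by genotype (standard error 0.55, adjusted p = 0.154). Without *Acod1*-/- library 3 or wild type HFD library 5 its genotype adjusted p was 0.0546 or 0.0976. *Dhrs7b* (ENSMUSG00000042569, chromosome 11, 60830631 to 60860195) changed by 1.06 on the log2 scale on HFD (standard error 0.22, adjusted p = 0.00363) and by -0.82 by genotype (standard error 0.22, adjusted p = 0.146), and the same libraries left out gave genotype adjusted p = 0.0940 and 0.0594. *Thra* (ENSMUSG00000058756, chromosome 11, 98740638 to 98769006) changed by -0.32 on the log2 scale on HFD (standard error 0.11, adjusted p = 0.0448) and by 0.38 by genotype (standard error 0.11, adjusted p = 0.158). Its diet call was lost without ND library 1 (adjusted p = 0.167), with the sequencing series as a term (0.463) and without the filter on low counts (0.103), and it was called by genotype without *Acod1*-/- library 3 (0.0906). Over the whole list, 11 of the 12 were called in both comparisons without *Acod1*-/- library 3 and 4 without wild type HFD library 5. By DESeq2's Wald test 11 were called, with genotype adjusted p = 0.0142 for *Adrb3*, 0.0199 for *Fgf9*, 0.0185 for *Dhrs7b* and 0.0343 for *Thra*. Taking the results of the section together, the paper states that *Acod1* ablation improves oxidative efficiency in conditions of fat overnutrition.

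**Figure D3:**
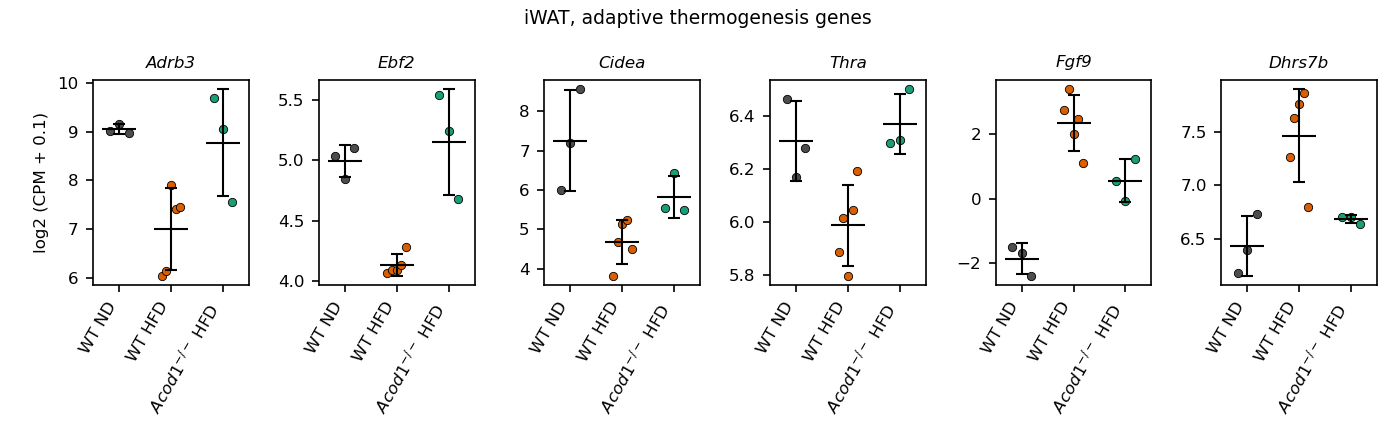
Expression of *Adrb3*, *Ebf2*, *Cidea*, *Thra*, *Fgf9* and *Dhrs7b* in iWAT of ND-fed wild type, HFD-fed wild type and HFD-fed *Acod1*-/- mice, as log2 (CPM + 0.1). Dots are libraries (n = 3, 5 and 3) and bars show the mean ± SD. The first 4 genes have their lowest group mean, and the last 2 their highest, in HFD-fed wild type mice.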

On the contrary, no alterations in the mRNA levels of representative genes involved in fatty acid catabolism and oxidative mitochondrial metabolism were imposed by genotype in quadriceps (Supplementary Fig. 4J) and tibialis anterior (Supplementary Fig. 4K) - chosen as representative lean mass tissues - isolated from HFD-fed mice. Collectively, these results indicate *Acod1* ablation improves oxidative efficiency in conditions of fat overnutrition, mainly associated with increased catabolic signatures in adipose tissues.

**Fig. 3:**
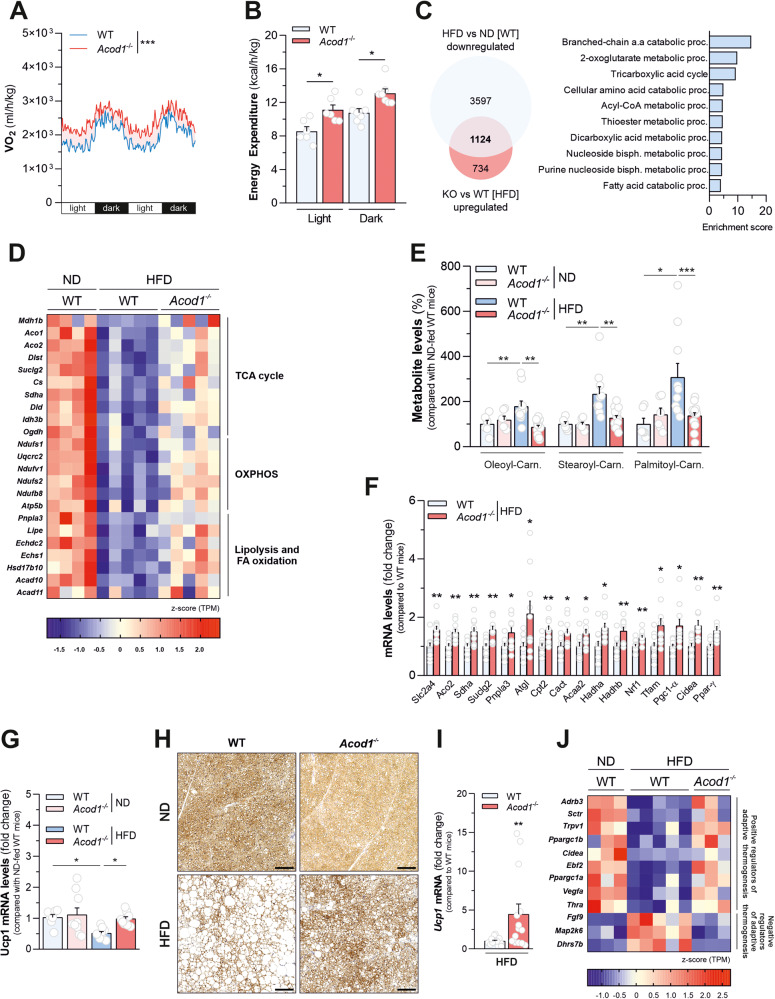
*Acod1* loss improves metabolic activity of HFD-fed mice. Whole-body O_2_ consumption rate (VO_2_) (**A**) and energy expenditure rate (**B**) normalized on body weight of HFD-fed WT (*n* =*n* = 6) and *Acod1*^*-/-*^ (*n* = 8) mice during light and dark hours (one representative experiment out of two independently executed). **C** Venn diagram (left) and gene ontology (biological processes)-based functional enrichment analysis (right) of downregulated proteins in eWAT of WT mice fed with HFD for 16 weeks compared with ND-fed mice (HFD vs ND [WT]) and rescued by *Acod1* loss (*Acod1*^*-/-*^ vs WT [HFD]). Data derive from *n* = 4 (ND-fed WT) and *n* = 5 (HFD-fed) mice from one experiment. **D** Heatmap depicting mRNA levels of selected genes related to tricarboxylic acid (TCA) cycle, oxidative phosphorylation (OXPHOS), lipolysis and fatty acid (FA) oxidation downregulated in eWAT of HFD-fed WT mice (HFD vs ND [WT]) and rescued by *Acod1* loss (*Acod1*^*-/-*^ vs WT [HFD]) Data derive from mice described in **C**: *n* = 4 (ND-fed WT) and *n* = 5 (HFD-fed) mice from one experiment. **E** Acyl-carnitine levels in iWAT of mice fed with either ND (*n* = 6) or HFD (*n* = 10) from two independent experiments. Carn.: carnitine (**F**) qPCR analysis of mRNA levels of the indicated genes in BAT of mice described in **A**; *n* = 10 per group from two independent experiments. **G** qPCR analysis of *Ucp1* mRNA levels in BAT of WT and *Acod1*^*-/-*^ mice fed with either ND or HFD for 16 weeks. *n* = 7–9 per group from two independent experiments. **H** Representative images of UCP1 immunohistochemical staining normalized to cell number in BAT of mice described in **G**. Bar = 100 μm. **I** qPCR analysis of *Ucp1* mRNA levels in iWAT of mice described in **A**; WT (*n* = 15), *Acod1*^*-/-*^ (*n* = 14) mice from three independent experiments. **J** Heatmap depicting mRNA levels of selected genes known as inducers (positive regulators) or inhibitors (negative regulators) of adaptive thermogenesis changed in iWAT of HFD-fed WT mice and rescued by *Acod1* loss. Data derive from *n* = 3 (ND-fed WT), *n* = 5 (HFD-fed WT), and *n* = 3 (HFD-fed *Acod1*^*-/-*^) mice from one experiment. In: (**B**), (**E**, **F**), (**G**, **I**) data as mean±s.e.m; (**A**) two-way ANOVA; (**E**, **G**) one-way ANOVA followed by Dunnett’s multiple comparisons test compared to HFD-fed WT mice; (**B**, **F**, **I**), *t* test; *P < 0.05; **P < 0.01; ***P < 0.001.

### Acod1 loss decreases diet-induced obesity-associated meta-inflammation

Obesity is associated with adipose tissue macrophage infiltration [32] promoting chronic low-grade inflammation [33], contributing to impaired insulin sensitivity and energy expenditure processes [4]. We confirmed that ACOD1 loss enhances pro-inflammatory cytokine production in bone marrow-derived macrophages (BMDMs) challenged in vitro with LPS (Supplementary Fig. 5A–C). However, decreased leukocyte activation and inflammatory responses were revealed by functional analysis of genes upregulated in eWAT of wild-type mice in response to HFD challenge and downregulated in *Acod1*^-/-^ counterparts (Fig. 4A and Supplementary Table 3). In particular, *Acod1* loss opposed the generation of a gene expression signature indicative of macrophage accumulation in fat depots, as demonstrated by down-regulation of several macrophage markers (*Adgre1*, *Cd68*, *Lgals3*, *Trem2*, *Mrc1*, *Csf1r*, *Cd80*, *Cd86*, *Cd83*, *Lyz2*, *Cd14* and *Cd180*) and chemokines (*Ccl2*, *Ccl3*, *Ccl4*, *Ccl5, Ccl6*, *Ccl7* and *Ccl9*) promoting macrophage recruitment in tissues (Fig. 4B). 

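In eWAT, 1330 genes were higher in wild type mice on HFD and lower by genotype, or 35.9% of the 3705 genes higher on HFD. With the same sign in both comparisons, 7 genes were called. The HFD-fed wild type mice shared by both comparisons favour opposite signs, so 7 against 1330 is no test of rescue. Every HFD-fed wild type library was above every ND library in 2499 of the genes higher on HFD, and every *Acod1*-/- library below every HFD-fed wild type library in 616 of the 1612 genes lower by genotype. The count of 1330 fell to 896 at an adjusted p under 0.05. Across fits that left out 1 library it ranged from 876 (without wild type HFD library 1) to 1701 (without *Acod1*-/- library 5). DESeq2's Wald test gave 1566, including 1329 of the 1330. *Slamf9* (ENSMUSG00000026548, chromosome 1, 172475358 to 172478575) was among the 3 genes higher on HFD with the smallest adjusted p and groups apart. It measured 5.03 ± 1.17 CPM (SD, n = 4) in ND-fed wild type mice, 34.9 ± 7.05 CPM (SD, n = 5) in HFD-fed wild type mice and 12.4 ± 4.02 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Slamf9* changed by 2.79 on the log2 scale on HFD (standard error 0.26, adjusted p = 9.34e-05) and by -1.49 by genotype (standard error 0.23, adjusted p = 0.0110). *Fcer1g* (ENSMUSG00000058715, chromosome 1, 171229572 to 171234365), which encodes the gamma chain of Fc receptors, measured 17.1 ± 3.82 CPM (SD, n = 4) in ND-fed wild type mice, 139 ± 64.6 CPM (SD, n = 5) in HFD-fed wild type mice and 30.9 ± 10.5 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Fcer1g* changed by 3.02 on the log2 scale on HFD (standard error 0.34, adjusted p = 0.000167) and by -2.17 by genotype (standard error 0.30, adjusted p = 0.0110). With each library left out its genotype log2 fold change lay between -2.39 and -1.89.
The test gave the same adjusted p by genotype, 0.0110, for *Lmo2* (ENSMUSG00000032698, chromosome 2, 103957986 to 103981878) and *Plekho1* (ENSMUSG00000015745, chromosome 3, 95988429 to 95996001), whose log2 fold changes were -1.57 and -1.55 after 1.85 and 1.90 on HFD.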

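All 12 macrophage markers and all 7 chemokines named were called in both comparisons in eWAT over all genes tested. The markers had a median log2 fold change of 2.29 on HFD, and the chemokines of 3.10 on HFD and -1.91 by genotype. Of all 56 genes listed in Fig. 4B, 54 were tested, 51 were called in both comparisons, and 54 were when adjusted over the list alone. The study chose the list on these libraries. Without wild type HFD library 4 the count was 37, and without *Acod1*-/- library 5 it was 52. *Adgre1* (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527), a macrophage marker, measured 28.0 ± 10.8 CPM (SD, n = 4) in ND-fed wild type mice, 204 ± 131 CPM (SD, n = 5) in HFD-fed wild type mice and 36.6 ± 35.5 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Adgre1* changed by 2.87 on the log2 scale on HFD (standard error 0.67, adjusted p = 0.00490) and by -2.48 by genotype (standard error 0.61, adjusted p = 0.0219). The groups overlapped by genotype. *Cd68* (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153) measured 22.5 ± 10.9 CPM (SD, n = 4) in ND-fed wild type mice, 332 ± 185 CPM (SD, n = 5) in HFD-fed wild type mice and 51.2 ± 45.8 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Cd68* changed by 3.89 on the log2 scale on HFD (standard error 0.61, adjusted p = 0.000631) and by -2.70 by genotype (standard error 0.53, adjusted p = 0.0118), and its groups were apart in both comparisons. *Trem2* (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) measured 6.30 ± 4.66 CPM (SD, n = 4) in ND-fed wild type mice, 185 ± 121 CPM (SD, n = 5) in HFD-fed wild type mice and 15.7 ± 19.6 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Trem2* changed by 4.87 on the log2 scale on HFD (standard error 0.87, adjusted p = 0.00113) and by -3.55 by genotype (standard error 0.74, adjusted p = 0.0136). Leaving out 1 library at a time kept its genotype log2 fold change between -4.73 and -3.12. *Lyz2* (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) changed by 2.04 on the log2 scale on HFD (standard error 0.44, adjusted p = 0.00296) and by -1.86 by genotype (standard error 0.40, adjusted p = 0.0144). *Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) measured 3.25 ± 2.24 CPM (SD, n = 4) in ND-fed wild type mice, 31.1 ± 14.0 CPM (SD, n = 5) in HFD-fed wild type mice and 10.4 ± 6.88 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Ccl2* changed by 3.26 on the log2 scale on HFD (standard error 0.60, adjusted p = 0.00129) and by -1.58 by genotype (standard error 0.51, adjusted p = 0.0584). The genotype call was lost without wild type HFD library 4 (adjusted p = 0.150) or *Acod1*-/- library 1 (0.122), 2 (0.107) or 3 (0.115). *Ccl4* (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) measured 0.328 ± 0.153 CPM (SD, n = 4) in ND-fed wild type mice, 3.48 ± 3.27 CPM (SD, n = 5) in HFD-fed wild type mice and 0.224 ± 0.233 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Ccl4* changed by 3.39 on the log2 scale on HFD (standard error 0.93, adjusted p = 0.0109) and by -3.94 by genotype (standard error 0.88, adjusted p = 0.0158), and its diet call was lost with the sequencing series as a term (adjusted p = 0.137). In a set of 20 macrophage genes written from general knowledge, 8 of which the study lists, the median log2 fold change was 2.61 on HFD (18 of 20 higher, camera adjusted p = 4.22e-07) and -2.08 by genotype (2 of 20 higher, camera adjusted p = 2.13e-13). Both calls held under fry (adjusted p = 0.00270 and 0.00813) and neither held with an estimated correlation.

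**Figure D4:**
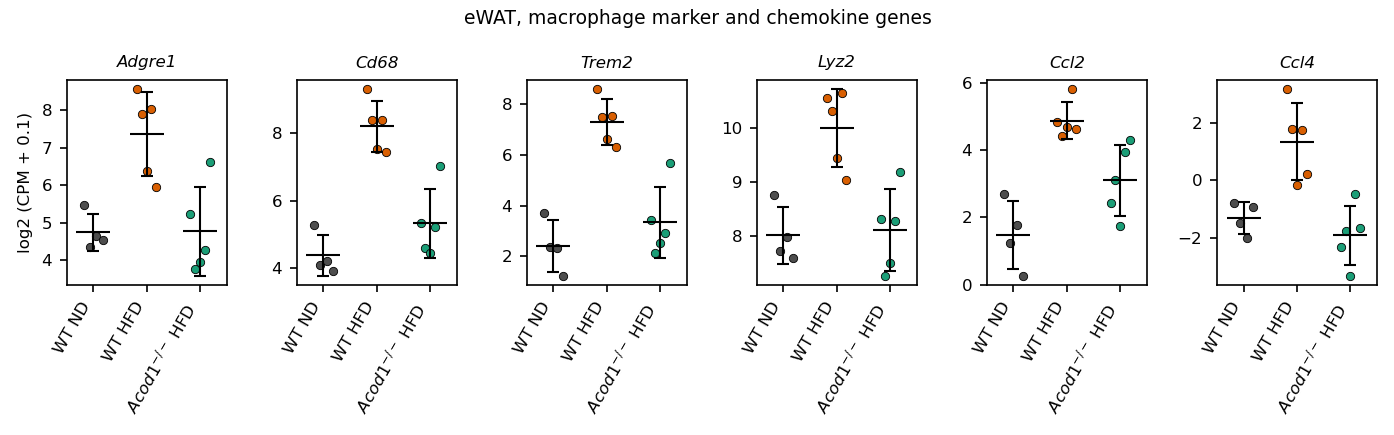
Expression of *Adgre1*, *Cd68*, *Trem2*, *Lyz2*, *Ccl2* and *Ccl4* in eWAT of ND-fed wild type, HFD-fed wild type and HFD-fed *Acod1*-/- mice, as log2 (CPM + 0.1). Dots are libraries (n = 4, 5 and 5) and bars show the mean ± SD. Each gene has its highest group mean in HFD-fed wild type mice.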

In support of such evidence, immunohistochemical detection of macrophage marker F4/80 (*Adgre1*) revealed fewer crown-like structures in eWAT isolated from HFD-fed *Acod1*^*-/-*^ mice compared with wild type counterparts (Fig. 4C, D). Beyond eWAT, *Acod1* ablation decreased mRNA levels of F4/80 (used as a proxy for macrophage accumulation) in iWAT and colon of mice challenged with HFD, compared with their wild-type counterparts (Supplementary Fig. 5D).

**Fig. 4:**
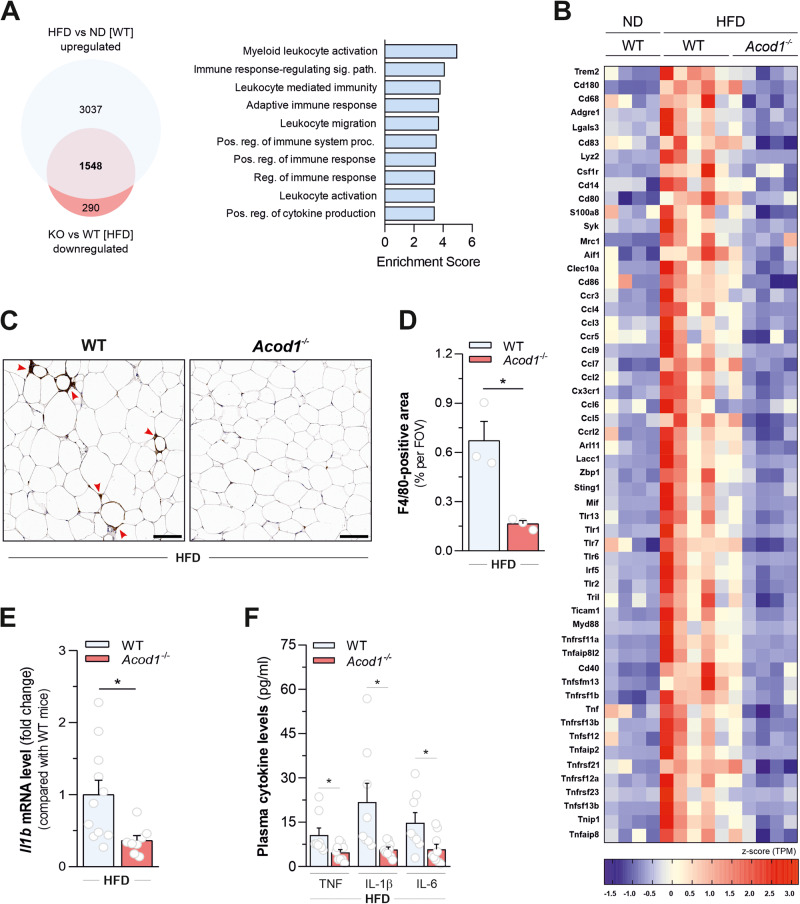
*Acod1* loss decreases diet-induced obesity-associated meta-inflammation. **A** Venn diagram (left) and gene ontology (biological processes)-based functional enrichment analysis (right) of upregulated genes in eWAT of WT mice fed with HFD for 16 weeks compared with ND-fed mice (HFD vs ND [WT]) and rescued by *Acod1* loss (*Acod1*^*-/-*^ vs WT [HFD]). Data derive from *n* = 4 (ND-fed WT) and *n* = 5 (HFD-fed) mice from one experiment. **B** Heatmap depicting the mRNA levels of selected genes defining macrophage markers, inflammatory cytokines and receptors, regulators of innate immunity, TLR signaling and TNF signaling upregulated in response to HFD (HFD vs ND [WT], FDR < 0.1) and rescued by *Acod1* loss (*Acod1*^*-/-*^ vs WT [HFD], FDR < 0.1) in eWAT. Data derive from mice described in **A**: *n* = 4 (ND-fed WT) and *n* = 5 (HFD-fed) mice from one experiment. **C** Representative images (left) of immunohistochemistry staining for the macrophage marker F4/80 (*Adgre1*) in eWAT of WT and *Acod1*^-/-^ mice after 16 weeks on HFD diet. Red arrows indicate crown-like structures. **D** Quantification of the F4/80-positive area per field of view (FOV) in images described in **C**. (*n* = 5 mice per group, average of 5 images each). Red arrows indicate crown-like structures. Bars, 100 μm. Data are represented as mean ± s.e.m. *P < 0.05 (*t*-test). **E** q*P*CR analysis of *Il1b* mRNA levels in BAT of WT and *Acod1*^*-/-*^ mice after 16 weeks on HFD diet. Data as as mean±s.e.m of *n* = 11 (WT) and *n* =*n* = 8 (*Acod1*^*-/-*^) mice from two independent experiments. *P < 0.05 (*t*-test). **F** Levels of the indicated pro-inflammatory cytokines in plasma of WT and *Acod1*^*-/-*^ mice after 16 weeks on HFD diet. Data as as mean±s.e.m of *n* = 8 (WT) and *n* = 9 (*Acod1*^*-/-*^) mice from two independent experiments. *P < 0.05 (*t*-test).

Also, expression of genes promoting pro-inflammatory activation of myeloid immune cells upregulated in eWAT of wild type mice in response to HFD, such as *Sting1*, *Lacc1*, *Mif*, *Arl11*, *Zbp1*, several Toll-like receptors (*Tlr1, Tlr2, Tlr6, Tlr7, Tlr13*) and their interactor/adapters (*Tril*, *MyD88* and *Ticam1*), was counteracted by *Acod1* ablation (Fig. 4B). Furthermore, *Acod1* deficiency opposed the transcriptional induction of genes encoding the pro-inflammatory cytokine *Tnf*, its super family members (*Tnfaip8l2*, *Tnfsfm13*, *Tnfsf12*, *Tnfaip2*, *Tnfsf13b*, *Tnfaip8*) and associated receptors (*Tnfrsf11a*, *Tnfrsf1b*, *Tnfrsf13b*, *Tnfrsf21*, *Tnfrsf12a*, *Tnfrsf23*, *Cd40*) promoted by dietary lipid overload in eWAT of wild type mice (Fig. 4B). 

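All 13 of these genes were tested in eWAT, *Sting1* under its older symbol *Tmem173*, and 12 were called in both comparisons over all genes tested (13 adjusted over the list alone, chosen on these libraries). Their median log2 fold change was 1.74 on HFD and -1.04 by genotype. *Tlr13* (ENSMUSG00000033777, chromosome X, 106143204 to 106160493) measured 4.67 ± 2.03 CPM (SD, n = 4) in ND-fed wild type mice, 51.4 ± 39.3 CPM (SD, n = 5) in HFD-fed wild type mice and 6.48 ± 9.65 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Tlr13* changed by 3.46 on the log2 scale on HFD (standard error 0.89, adjusted p = 0.00799) and by -2.98 by genotype (standard error 0.80, adjusted p = 0.0302). *Mif* (ENSMUSG00000033307, chromosome 10, 75859353 to 75860240) measured 23.8 ± 2.57 CPM (SD, n = 4) in ND-fed wild type mice, 48.8 ± 6.13 CPM (SD, n = 5) in HFD-fed wild type mice and 33.1 ± 4.26 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Mif* changed by 1.04 on the log2 scale on HFD (standard error 0.13, adjusted p = 0.000225) and by -0.56 by genotype (standard error 0.12, adjusted p = 0.0136), and its groups were apart in both comparisons. For *Myd88* (ENSMUSG00000032508, chromosome 9, 119335934 to 119341411), with smaller changes, the values were 23.2 ± 1.92 CPM (SD, n = 4) in ND-fed wild type mice, 30.4 ± 2.77 CPM (SD, n = 5) in HFD-fed wild type mice and 22.5 ± 2.14 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Myd88* changed by 0.39 on the log2 scale on HFD (standard error 0.10, adjusted p = 0.00980) and by -0.44 by genotype (standard error 0.10, adjusted p = 0.0160). Left-out libraries kept these between 0.34 and 0.43 and between -0.50 and -0.41. The gene not called by genotype was *Zbp1* (ENSMUSG00000027514, chromosome 2, 173206612 to 173218923), which measured 2.81 ± 0.958 CPM (SD, n = 4) in ND-fed wild type mice, 9.47 ± 3.60 CPM (SD, n = 5) in HFD-fed wild type mice and 5.61 ± 1.39 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Zbp1* changed by 1.75 on the log2 scale on HFD (standard error 0.33, adjusted p = 0.00150) and by -0.76 by genotype (standard error 0.30, adjusted p = 0.110). It was called without ND library 2 (adjusted p = 0.0828), wild type HFD library 1 (0.0698) or *Acod1*-/- library 5 (0.0584), by DESeq2's Wald test (0.0682) and with a filter of at least 1 CPM in every library (0.0839).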

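Of these 14 genes, 12 passed the filter on low counts in eWAT, and 11 of the 12 were called in both comparisons over all genes tested (12 adjusted over the list alone, chosen on these libraries). Their median log2 fold change was 1.54 on HFD and -1.21 by genotype. *Tnf* and *Tnfsfm13* were below the filter. *Tnf* was between 0.155 and 0.856 CPM in the ND-fed libraries, between 0.261 and 3.04 CPM in HFD-fed wild type libraries and between 0.298 and 0.878 CPM in *Acod1*-/- libraries. *Tnfsfm13* spans *Tnfsf12* and *Tnfsf13* in the annotation, so reads in their shared exons can go uncounted or to another of the 3 genes. *Tnfsf12* (ENSMUSG00000097328, chromosome 11, 69686250 to 69695849) measured 11.9 ± 2.42 CPM (SD, n = 4) in ND-fed wild type mice, 34.7 ± 10.9 CPM (SD, n = 5) in HFD-fed wild type mice and 14.8 ± 2.15 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Tnfsf12* changed by 1.54 on the log2 scale on HFD (standard error 0.21, adjusted p = 0.000319) and by -1.23 by genotype (standard error 0.19, adjusted p = 0.0110). Wild type HFD library 1 lay far above the other 4 of its group. *Tnfaip8l2* (ENSMUSG00000013707, chromosome 3, 95139521 to 95142360) measured 4.24 ± 1.62 CPM (SD, n = 4) in ND-fed wild type mice, 28.1 ± 12.2 CPM (SD, n = 5) in HFD-fed wild type mice and 6.71 ± 3.42 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Tnfaip8l2* changed by 2.73 on the log2 scale on HFD (standard error 0.43, adjusted p = 0.000605) and by -2.06 by genotype (standard error 0.38, adjusted p = 0.0110). *Tnfrsf11a* (ENSMUSG00000026321, chromosome 1, 105780718 to 105847981) measured 6.21 ± 1.80 CPM (SD, n = 4) in ND-fed wild type mice, 32.4 ± 21.3 CPM (SD, n = 5) in HFD-fed wild type mice and 5.87 ± 3.54 CPM (SD, n = 5) in HFD-fed *Acod1*-/- mice. *Tnfrsf11a* changed by 2.38 on the log2 scale on HFD (standard error 0.50, adjusted p = 0.00273) and by -2.46 by genotype (standard error 0.46, adjusted p = 0.0110). *Tnfaip8* (ENSMUSG00000062210, chromosome 18, 49979427 to 50107173) was called on HFD but not by genotype. *Tnfaip8* changed by 0.84 on the log2 scale on HFD (standard error 0.14, adjusted p = 0.000894) and by -0.33 by genotype (standard error 0.13, adjusted p = 0.119). Its genotype adjusted p was 0.0940 or 0.0927 without ND library 2 or 4, 0.0985 without wild type HFD library 2 and 0.0981 without *Acod1*-/- library 2. DESeq2's Wald test (0.0846), a filter of 1 CPM in every library (0.0957) and a fit of only the groups compared (0.0913) called it too.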

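The row Inflammatory response of Supplementary Table 4 lists 36 genes, all of which were tested in iWAT. Each was higher in wild type mice on HFD and lower by genotype, with median log2 fold changes of 1.64 and -1.02. On HFD 35 of the 36 were called, and by genotype 0 over all genes tested, with adjusted p between 0.136 and 0.294. All 36 had an unadjusted genotype p under 0.05, and 36 were called in both comparisons when adjusted over the list alone, which comes from these libraries. Without *Acod1*-/- library 3 the count called in both comparisons over all genes was 22, and without wild type HFD library 5 it was 9. The Wald test of DESeq2, the tool the paper used, gave 31. *Cd68* (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153) measured 15.4 ± 2.33 CPM (SD, n = 3) in ND-fed wild type mice, 65.2 ± 30.4 CPM (SD, n = 5) in HFD-fed wild type mice and 27.6 ± 4.55 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Cd68* changed by 2.08 on the log2 scale on HFD (standard error 0.36, adjusted p = 0.00119) and by -1.24 by genotype (standard error 0.34, adjusted p = 0.153). The genotype adjusted p was 0.0728 without wild type HFD library 5. *Trem2* (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) measured 0.736 ± 0.270 CPM (SD, n = 3) in ND-fed wild type mice, 21.1 ± 15.9 CPM (SD, n = 5) in HFD-fed wild type mice and 7.55 ± 4.06 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Trem2* changed by 4.84 on the log2 scale on HFD (standard error 0.71, adjusted p = 0.000518) and by -1.48 by genotype (standard error 0.58, adjusted p = 0.236). *Hp* (ENSMUSG00000031722, chromosome 8, 109575128 to 109579172), which encodes haptoglobin, measured 1322 ± 129 CPM (SD, n = 3) in ND-fed wild type mice, 5183 ± 1722 CPM (SD, n = 5) in HFD-fed wild type mice and 2011 ± 626 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Hp* changed by 1.97 on the log2 scale on HFD (standard error 0.31, adjusted p = 0.000728) and by -1.37 by genotype (standard error 0.30, adjusted p = 0.137). It was called by genotype without *Acod1*-/- library 3 (adjusted p = 0.0242) or wild type HFD library 5 (0.0447) and under both other filters on low counts (0.0998 and 0.0936). *Saa3* (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) measured 0.520 ± 0.244 CPM (SD, n = 3) in ND-fed wild type mice, 22.4 ± 18.6 CPM (SD, n = 5) in HFD-fed wild type mice and 5.26 ± 2.49 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Saa3* changed by 5.42 on the log2 scale on HFD (standard error 0.75, adjusted p = 0.000379) and by -2.08 by genotype (standard error 0.61, adjusted p = 0.156), and without *Acod1*-/- library 3 its genotype adjusted p was 0.0631. *Serpinf1* (ENSMUSG00000000753, chromosome 11, 75409769 to 75422701) changed by 2.03 on the log2 scale on HFD (standard error 0.26, adjusted p = 0.000252) and by -0.61 by genotype (standard error 0.24, adjusted p = 0.237), and without *Acod1*-/- library 3 its genotype adjusted p was 0.0869. *D1Ertd622e* (ENSMUSG00000044768, chromosome 1, 97606318 to 97662074) was the gene not called on HFD. *D1Ertd622e* changed by 0.27 on the log2 scale on HFD (standard error 0.13, adjusted p = 0.117) and by -0.56 by genotype (standard error 0.13, adjusted p = 0.137). Without *Acod1*-/- library 3 its adjusted p was 0.0668 for diet and 0.0174 for genotype, and a fit of only the groups compared gave 0.0748 for diet. *Adgre1*, which is not in that row, measured 8.97 ± 2.16 CPM (SD, n = 3) in ND-fed wild type mice, 40.8 ± 19.5 CPM (SD, n = 5) in HFD-fed wild type mice and 15.7 ± 3.62 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Adgre1* changed by 2.18 on the log2 scale on HFD (standard error 0.38, adjusted p = 0.00132) and by -1.37 by genotype (standard error 0.37, adjusted p = 0.145). Its genotype adjusted p was 0.0783 without *Acod1*-/- library 3 and 0.0821 without wild type HFD library 5. By DESeq2's Wald test the genotype adjusted p was 0.00984 for *Adgre1*, 0.0145 for *Cd68*, 0.0890 for *Trem2*, 0.000332 for *Hp*, 0.00984 for *Saa3* and 0.0209 for *D1Ertd622e*, while *Serpinf1* was not called (0.137). The set of 20 macrophage genes had a median log2 fold change of 1.33 on HFD (18 of 20 higher, camera adjusted p = 0.00139, fry adjusted p = 0.0193) and -1.07 by genotype (3 of 20 higher, camera adjusted p = 5.07e-07). The genotype call did not hold under fry (adjusted p = 0.220) or, as for diet, with an estimated correlation.

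**Figure D5:**
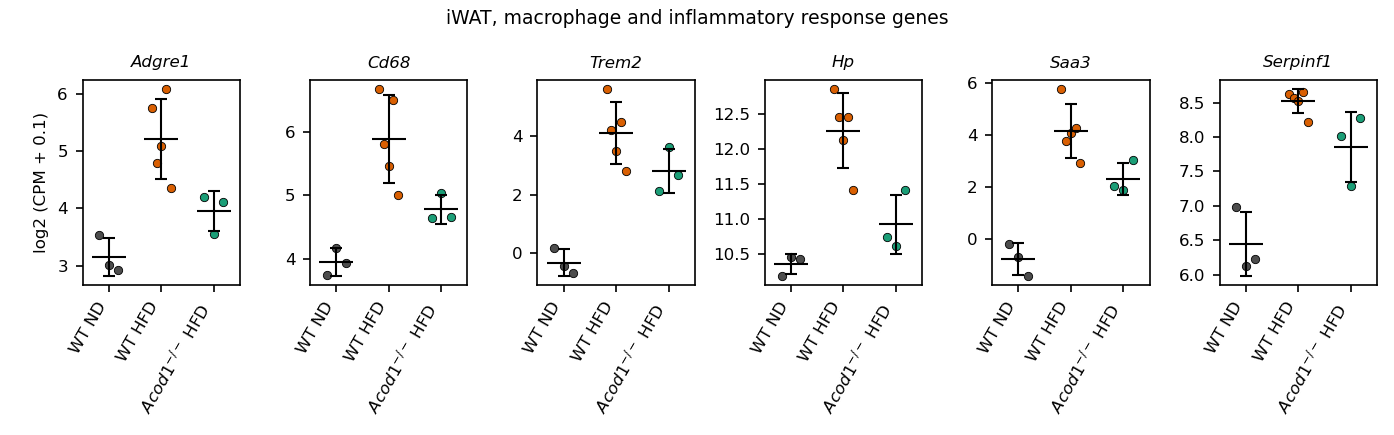
Expression of *Adgre1*, *Cd68*, *Trem2*, *Hp*, *Saa3* and *Serpinf1* in iWAT of ND-fed wild type, HFD-fed wild type and HFD-fed *Acod1*-/- mice, as log2 (CPM + 0.1). Dots are libraries (n = 3, 5 and 3) and bars show the mean ± SD. Each gene has its highest group mean in HFD-fed wild type mice.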

A transcriptional signature indicative of a decreased inflammatory response was also retrieved in iWAT from HFD-fed *Acod1*^-/-^ mice, compared with wild type counterparts (Supplementary Fig. 5D, E and Supplementary Table 4). In line, *Acod1* ablation decreased *Il1b* mRNA levels in BAT (Fig. 4E) and circulating levels of pro-inflammatory cytokines in plasma (Fig. 4F) of HFD-fed mice. Overall, these data indicate that *Acod1* loss protects mice from metabolic inflammation induced by fat overnutrition.

### Acod1 deficiency ameliorates gut microbiota changes underlying diet-induced obesity

Intestinal microbiota participates in the development of metabolic disease and its composition can be altered by diet as well as host-derived metabolic signals [34]. Moreover, itaconate biosynthesis is known to regulate interactions between host and microbes [16]. We found that HFD consumption resulted in accumulation of itaconate (~0.66 mM) in stools of HFD-fed wild-type mice, abrogated by *Acod1* ablation (Fig. 5A). Prompted by such observations, we envisioned that resistance of *Acod1*^*-/-*^ mice to diet-induced obesity might be functionally linked to changes in gut microbiota. To address this hypothesis we profiled the bacterial composition of the fecal microbiota isolated from wild type and *Acod1*^*-/-*^ mice fed with either standard chow or HFD, by using 16S ribosomal DNA sequencing. *Bacteroidetes* and *Firmicutes* phyla dominate the intestinal ecosystem in mice and humans and changes in their abundance are associated with metabolic disease [5, 6, 35, 36]. As expected, HFD feeding determined a dramatic decrease in the fecal *Bacteroidetes* to *Firmicutes* ratio (Supplementary Fig. 6A) a dysbiotic signature associated with the obese phenotype [5–7]. However, consistent with obesity amelioration, such ratio in HFD-fed *Acod1*^*-/-*^ mice was ~2.5-fold higher than in wild-type counterparts (Supplementary Fig. 6A). In particular, *Acod1* loss elicited minor, although significant, effects on representation of *Firmicutes* and, predominantly, opposed the decrease in the fecal abundance of *Bacteroidetes* (Fig. 5B and Supplementary Fig. 6B), the major gut microbial phylum associated with metabolic health, depleted in obese mice and humans [5–7]. In line with this, unbiased differential abundance analysis (Fig. 5C), substantiated by relative abundance measurements (Supplementary Fig. 6D, E), revealed that *Bacteroidaceae* (belonging to *Bacteroidetes* phylum) ranked as the most significantly increased bacterial family in stools of *Acod1*-deficient mice fed with HFD, compared to wild type counterparts. Consistent with this, *Bacteroides*, a genus assigned to *Bacteroidaceae* family, scored as the most significantly augmented in stools of *Acod1*-deficient mice, compared to wild-type counterparts challenged with HFD (Fig. 5D and Supplementary Fig. 6F, G). Importantly, members of such taxa have already been extensively associated with protection against obesity and type 2 diabetes in both mice and humans [37–40], in line with the leaner and metabolically healthier phenotype shown by *Acod1*^*-/-*^ mice fed with HFD, compared with wild type controls. On the contrary, no major differences were determined by genotype on representation of such bacterial taxa in mice fed with regular chow (Supplementary Fig. 6C–G). HFD-induced gut dysbiosis is associated with decreased production of the short-chain fatty acids (SCFAs) propionate and butyrate by anaerobic intestinal microbiota, mainly generated by fermentation of dietary fibers by *Bacteroidetes* members, eliciting several beneficial effects on the host [41, 42]. Consistent with fecal microbiota alterations, HFD consumption resulted in decreased SCFA levels in stools of wild-type mice, with *Acod1* loss counteracting such decline (Fig. 5E), pointing toward an amelioration of an obesity-associated intestinal ecosystem in the absence of itaconate. Interestingly, no significant differences were detected in bacterial composition of the small intestine isolated from *Acod1*^*-/-*^ mice fed with HFD compared with wild-type counterparts (Supplementary Fig. 7A–G), consistent with the unchanged *Acod1* gene expression levels detected in such tissue in response to dietary lipid overload (Fig. 1A and Supplementary Fig. 1A). Such results indicate that changes imposed by *Acod1* on the fecal microbiota largely represent a proxy for alterations occurring in the large intestine.

**Fig. 5:**
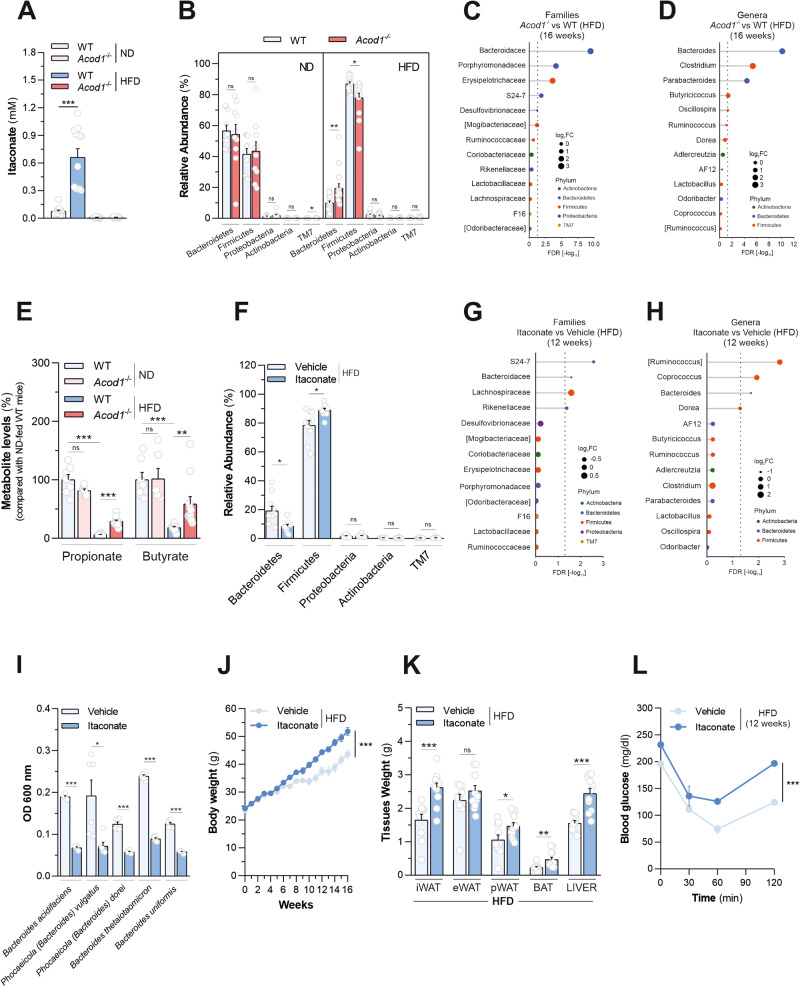
Itaconate production sustains gut microbiota alterations underlying HFD-induced obesity. **A** Fecal itaconate levels of WT and *Acod1*^*-/-*^ mice fed for 16 weeks with ND or HFD. Data as mean±s.e.m. of *n* = 12 mice per group from three experiments independently executed. **B** Fractional analysis of the fecal bacterial composition at the phylum level of mice described in **A**. Data as mean±s.e.m. of *n* = 10 (ND) or *n* = 15 (HFD) mice from three independent experiments. Differential abundance analysis (DESeq2) of the fecal bacterial composition at family (**C**) and genus (**D**) level of WT (*n* = 15) and *Acod1*^*-/-*^ (*n* = 15) mice fed with HFD for 16 weeks from three independent experiments. Dashed line indicates FDR = 0.05. The size of the dots indicates fold change (log2) and the color indicates the phylum. **E** Levels of fecal SCFAs in mice treated as in **A**. Data as mean±s.e.m. of *n* = 7 (ND-fed WT), *n* = 6 (ND-fed *Acod1*^*-/-*^), *n* = 8 (HFD-fed WT), *n* = 11 (HFD-fed *Acod1*^*-/-*^) mice from two experiments independently executed. **F** Fractional analysis of the fecal bacterial composition at the phylum level of HFD-fed WT mice treated with 20 mM itaconate in drinking water for 12 weeks. Data as mean±s.e.m. of *n* = 10 mice per group from two experiments independently executed. Differential abundance analysis (DESeq2) comparing fecal bacterial composition at family (**G**) and genus (**H**) levels of mice described in **F** (*n* = 10 mice per group from two experiments independently executed). Dashed line indicates FDR = 0.05. The size of the dots indicates fold change (log2) and the color indicates the phylum. **I** Effect of itaconate (0.5 mM) treatment on growth (OD 600 nm) of five pure bacteria strains representative of the *Bacteroidaceae* family (*Bacteroides* genus), over 24 h of culture in anaerobic atmosphere, measured spectrophotometrically. Data as mean ± s.e.m. of *n* = 6 samples per condition from two independent experiments. **J** Body weight of HFD-fed WT mice treated with 20 mM itaconate in drinking water for the time indicated. Data as mean ± s.e.m. of *n* = 10 (vehicle) and *n* = 12 (itaconate)-treated mice from two experiments independently executed. **K** Tissue weights from mice escribed in **J**. Data as mean±s.e.m. of *n* = 10 (vehicle) and *n* = 12 (itaconate)-treated mice from two experiments independently executed. **L** ITT in WT mice treated with 20 mM itaconate in drinking water for 12 weeks. Data as mean±s.e.m. of *n* = 5 (vehicle) and *n* = 7 (itaconate)-treated mice from one representative experiment out of two independently executed. In: (**A**), (**B**), (**E**), (**F**), (**I**) and (**K**) *t*-test. In (**J**) and (**L**) two-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant.

On the basis of such evidence, we hypothesized that further increase of itaconate levels in wild-type mice fed with HFD, beyond the levels endogenously produced, would have mainly promoted the decrease in fecal representation of *Bacteroidetes*, thereby enhancing obesogenic responses to dietary lipid overload. To test this, we tied the impact of *ad libitum* oral administration of high dose of itaconate (20 mM) in wild-type mice - resulting in ~5-fold increase of fecal itaconate levels compared with vehicle-treated counterparts (Supplementary Fig. 8A) - on fecal microbiota composition with host responses induced by HFD consumption. Consistent with the increased metabolite abundance, and specularly to the effects imposed by *Acod1* loss on fecal microbiota, itaconate administration halved the fractional abundance of *Bacteroidetes* in stools of mice fed with HFD for 12 weeks (Fig. 5F and Supplementary Fig. 8B) and, as a consequence, decreased their *Bacteroidetes* to *Firmicutes* ratio (Supplementary Fig. 8C). At lower taxonomical level, such alteration was mainly coupled with a significantly reduced representation of *Bacteroidaceae* (Fig. 5G and Supplementary Fig. 8D, E) and *Bacteroides* (Fig. 5H and Supplementary Fig. 8F, G), the two bacterial taxa, associated with metabolic health, most significantly increased in stools of HFD-fed *Acod1*^-/-^ mice, with respect to wild type counterparts (Fig. 5C, D). It is worth noting that both the impact of *Acod1* loss and oral itaconate administration on fecal microbiota composition were reasonably attributable to a direct action on intestinal bacteria, as demonstrated by the dose-dependent decrease of *Bacteroidetes* levels (Supplementary Fig. 8H), *Bacteroidetes* to *Firmicutes* ratio (Supplementary Fig. 8I), *Bacteroidaceae* (Supplementary Fig. 8J), and *Bacteroides* (Supplementary Fig. 8K) abundances measured in a fecal suspension deriving from pooled stools of HFD-fed wild-type mice, following incubation in vitro with itaconate (0.5–20 mM) in anaerobic atmosphere, compared with vehicle-treated controls. In line with these data, administration of near-physiologically relevant concentration of itaconate (0.5 mM) resulted in inhibition of in vitro growth of five pure bacterial strains representative of the *Bacteroidaceae* family (*Bacteroides* genus) – *Bacteroides acidifaciens, Phocaeicola (Bacteroides) vulgatus, Phocaeicola (Bacteroides) dorei, Bacteroides thetaiotaomicron* and *Bacteroides uniformis*) [39, 40, 43–47] – already reported to have beneficial roles against metabolic disease (Fig. 5I). Consistent with a more pronounced obesity-associated microbial signature, itaconate-treated mice showed enhanced obesogenic responses following HFD-consumption, as demonstrated by higher body weight gain (Fig. 5J), increased weight of several adipose tissues and liver (Fig. 5K), augmented hepatic steatosis (Supplementary Fig. 8L), decreased hepatic mRNA levels of *Nags*, *Cps1* and *Ass1* urea cycle genes (Supplementary Fig. 8M), increased F4/80 (*Adgre1*) mRNA levels (indicative of macrophage accumulation) in eWAT and iWAT (Supplementary Fig. 8N) as well as lower insulin sensitivity (Fig. 5L and Supplementary Fig. 8O) with no changes in food intake (Supplementary Fig. 8P), with respect to vehicle-treated counterparts. In all, such data indicate a pivotal role for itaconate, either endogenously produced or exogenously administered, in supporting gut microbiota changes underlying diet-induced metabolic disease.

### Itaconate biosynthesis promotes metabolic disease by sustaining gut microbiota alterations driving meta-inflammation

Data shown so far prompted us to determine the extent to which gut microbiota alterations, determined by genetic disruption of itaconate biosynthesis, account for resistance to diet-induced obesity and its complications. For this aim, we measured responses to overnutrition in both wild type and *Acod1*^*-/-*^ (recipient) mice after prolonged oral transfer of feces from their reciprocal genotype (donor) counterparts, all fed with HFD. No major differences in the fecal composition at any taxonomic level were imposed by genotype in the groups used before the fecal transplantation (Supplementary Fig. 9A–H). On the contrary, a marked increase in fecal representation of *Bacteroidetes* was detected in stools of wild type recipients with respect to wild-type donor counterparts, at the end of the experiment (Supplementary Fig. 10A, B). In line with phylum-level data, the differential abundance matrixes (Supplementary Fig. 10C, F) and fractional analyses (Supplementary Fig. 10E, G, H), carried out at family and genus level, show that the transplant of stools from *Acod1*^*-/-*^ donors increased the levels of *Bacteroidaceae* and *Bacteroides* - bacterial taxa associated with protection from metabolic disease - into wild type recipients compared with wild type donor mice. Consistent with a less pronounced obesity-associated microbial signature, wild-type mice receiving fecal microbiota of *Acod1*^*-/-*^ littermates gained less weight (Fig. 6A), showed lower fat depots and liver weights (Fig. 6B) as well as increased insulin sensitivity (Fig. 6C and Supplementary Fig. 11A), compared with wild type donors. In line with changes in liver weight, the transplant of *Acod1*^*-/-*^ fecal microbiota in wild-type mice also decreased liver steatosis (Fig. 6D) and increased hepatic mRNA levels of *Nags*, *Cps1* and *Ass1* urea cycle genes (Fig. 6E). Contrarily, no major differences were observed in the fecal microbiota composition of *Acod1*^*-/-*^ recipients compared with *Acod1*^*-/-*^ donor mice (Supplementary Fig. 10A–H). These results might be explained by the intrinsic resistance of the *Acod1*^*-/-*^ hosts to colonization of microbiota of wild-type mice – despite a marked and comparable depletion of fecal bacterial content was obtained in both genotypes in response to antibiotics treatment preceding fecal administration (Supplementary Fig. 9I) - and/or the insufficient residual levels of itaconate, derived from the amount of wild type stools gavaged (Supplementary Fig. 10I), in affecting microbiota composition of *Acod1*^*-/-*^ recipients. In agreement with the similar fecal metagenomic composition, no major differences in body weight gain (Fig. 6A), fat depot weight (Fig. 6B), responsiveness to insulin (Fig. 6C and Supplementary Fig. 11A) as well hepatic lipid accumulation (Fig. 6D) and urea cycle gene expression (Fig. 6E) were observed in *Acod1*^*-/-*^ mice receiving stools from wild type counterparts, with respect to *Acod1*^*-/-*^ controls. Overall, these data indicate a dominant protective effect of fecal microbiota from *Acod1*^*-/-*^ mice against diet-induced obesity. HFD-induced gut dysbiosis might result in increased intestinal permeability, contributing to the generation of meta-inflammation in fat depots. Consistent with obesity resistance, *Acod1* loss lowered FITC-dextran levels increasing in serum of wild-type mice following oral dye administration, in response to HFD consumption (Fig. 6F), indicating preserved gut barrier function. In line with this, *ACOD1* mRNA levels were found significantly negatively correlated with the expression of genes forming and preserving the integrity of tight junction paracellular intestinal permeability barrier (*TJP1*, *TJP2, OCLN* and *MYLK*) (Fig. 6G and Supplementary Table 1), hypo-expressed in colon specimens of obese subjects with respect to healthy controls (Supplementary Fig. 11B and Supplementary Table 1), thereby strengthening the role for ACOD1 in derailing gut barrier function also in humans. Importantly, the transplant of *Acod1*^*-/-*^ stools in wild-type mice decreased gut leakiness (Fig. 6F) and, as a consequence, down-regulated the inflammatory transcriptional signature in adipose tissues (Fig. 6H, I) as well as increased the expression of several energy expenditure-promoting genes in BAT (Supplementary Fig. 11C). Taken together, these data demonstrated that abrogation of itaconate biosynthesis offers an amelioration against diet-induced obesity by maintaining a healthy gut microbiota limiting meta-inflammation and its associated outcomes (Fig. 6J).

**Fig. 6:**
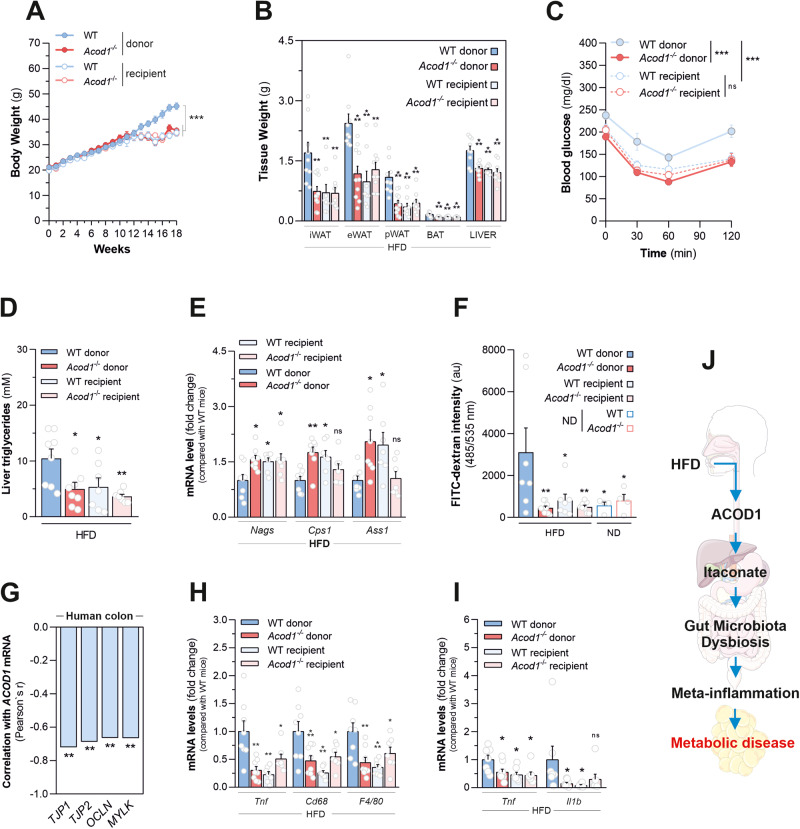
Fecal microbiota of *Acod1*-deficient mice offers transferable protection from metabolic disease by preventing meta-inflammation. Body (**A**) and tissue (**B**) weights of HFD-fed WT and *Acod1*^*-/-*^ mice receiving either PBS (donor) or a fecal suspension from reciprocal genotypes (recipient). Data as mean ± s.e.m from *n* = 9 (WT donor), *n* = 11 (A*cod1*^*-/-*^ donor), *n* = 8 (WT recipient) and *n* = 10 *Acod1*^*-/-*^ recipient mice from two experiments independently executed. **C** ITT from mice treated as in **A**. Data as mean±s.e.m of *n* = 9 (WT donors), *n* = 11 (A*cod1*^*-/-*^ donors), *n* = 8 (WT recipient) and *n* = 9 *Acod1*^*-/-*^ recipient mice from two experiments independently executed. **D** Liver triglycerides and (**E**) qPCR analysis of indicated hepatic genes of mice treated as in **A**. Data as mean±s.e.m from *n* = 8 (donors) and *n* = 7 (recipient) mice from two independent experiments. **F** Plasma FITC-dextran levels in ND-fed mice and mice treated as in **A**. Data as mean±s.e.m from *n* = 4 (ND), *n* = 7 (WT donor), *n* = 9 (*Acod1*^*-/-*^ donor), *n* = 7 (WT recipient), and *n* = 8 (*Acod1*^*-/-*^ recipient) mice from two independent experiments. **G** Correlation analysis between mRNA of *ACOD1* and the indicated genes in colon specimens of human obese (*n* = 16) subjects (GSE158237). **H** qPCR analysis of indicated genes in eWAT of mice treated as in **A**. Data as mean±s.e.m from *n* = 8 (donors) and *n* = 7 (recipient) mice from two independent experiments. **I** qPCR analysis of indicated genes in BAT of mice treated as in **A**. Data as mean±s.e.m from *n* = 7 (WT donor), *n* = 9 (*Acod1*^*-/-*^ donor) and *n* = 7 (recipient) mice from two independent experiments. **J** Diagram summarizing ACOD1-driven metabolic disease sequelae. In (**A**), (**C**) two-way ANOVA; In (**B**), (**D**–**F**), (**H**, **I**) one-way ANOVA with Dunnett’s multiple comparisons test compared with WT donor; *P < 0.05; **P < 0.01; ***P < 0.001; ns not significant.

## Discussion

Obesity imposes a heavy burden on the health care system by increasing the risk of severe chronic diseases [1]. Here, we demonstrate that inhibition of itaconate biosynthesis, achieved by genetic disruption of *Acod1* gene protects mice against diet-induced obesity by preserving a healthy gut microbiota opposing meta-inflammation and associated outcomes. *Acod1* loss decreases body weight gain, white adipose tissue accumulation, and adipocyte hypertrophy promoted by fat overnutrition in mice. Also, *Acod1* deficiency protects mice from alterations in glucose homeostasis induced by HFD consumption. Importantly, such effects were abrogated by oral administration of low dose of itaconate (1 mM) to HFD-fed *Acod1*^*-/-*^ mice, indicating an instrumental role for itaconate production in development of metabolic disease. Consistent with resistance to diet-induced obesity, *Acod1* deficiency decreases liver steatosis, dampening the hepatic accumulation of free fatty acids and associated diacylglycerol species, known to have causal roles in lipid-induced hepatic insulin resistance [48]. Furthermore, by proteomics and analytical chemistry-integrated approaches we demonstrated that *Acod1* ablation opposes the urea cycle dysfunction promoted by liver steatosis, known to play an instrumental role in the progression of NAFLD [25, 26]. Interestingly, a recently published study demonstrated that itaconate production by liver macrophages of mice fed with Western diet, combined with oral sucrose administration, opposes NAFLD [49]. It is worth noting that such cholesterol-rich dietary regimen is known to induce severe steatohepatitis and fibrosis in mice [50–52], contrarily to consumption of HFD as used in our study, suggesting that the role of ACOD1 in metabolic liver disease might be diet-dependent. Also, during the preparation of this manuscript, a report investigating the role of *Acod1* in obesity has been released [53]. Contrary to our findings, Frieler and co-workers show that *Acod1* ablation in mice elicits no impact on body weight gain and worsens dysfunction of glucose homeostasis induced by HFD consumption for a shorter time period (12 weeks), compared with our dietary regimen. Moreover, insulin resistance in *Acod1*^*−/−*^ mice fed with normal diet for 12 months was reported. Although exploring aging-dependent metabolic effects resulting from *Acod1* deficiency are beyond the aim of the present work, our results demonstrate that *Acod1* plays no major roles in regulating body weight, fat depots, glycemic control, liver steatosis and obesity-associated gut microbiota composition in mice fed with normal chow for ~5 months. Although both studies were performed by comparing the effects of genotype among littermates, differences in genetic background of mice, vivaria as well as housing conditions might explain the discrepancies between their data and our results. In this regard, our experiments were performed with mice separated in cages by genotype (individually caged), in order to avoid spontaneous transfer of microbiota between strains by coprophagy, which could mask or confound the responses imposed by *Acod1* loss to diet administration. Contrarily, no indication of caging conditions were reported in that study.

By using whole-body indirect calorimetry, we demonstrated that *Acod1* deficiency offers resistance to diet-induced obesity by stimulating energy expenditure. Importantly, energy expenditure and glucose homeostasis are altered by the emergence of a chronic low-grade inflammatory state associated with overnutrition. Here, we report that *Acod1* deficiency decreased macrophage accumulation in adipose tissue, suppressed the pro-inflammatory transcriptional profile of fat depots and dampened the levels of circulating pro-inflammatory mediators in HFD-challenged mice. Collectively, such data demonstrate that *Acod1* has an instrumental role in sustaining meta-inflammatory responses to dietary lipid overload in mice.

Growing evidence points towards an instrumental role of ACOD1 and itaconate in promoting bacterial replication, sustaining pro-inflammatory cytokine production, and lethal innate immune responses in mouse models of experimental endotoxemia and microbial sepsis [16, 21, 54]. Therefore, we envisioned that the effects of *Acod1* ablation in counteracting meta-inflammation and obesity sequelae might be secondary to changes in gut microbiota, contributing to regulate inflammatory responses and metabolic health in the host. Profiling of mouse fecal microbiota supported our hypothesis, unveiling a role for *Acod1* in promoting the decrease in the ratio between *Bacteroidetes* and *Firmicutes*, the two major bacterial phyla of the intestinal ecosystem, induced by HFD consumption. Such dysbiotic signature is frequently associated with obesity in both mice and humans [5, 6, 35, 36] and is restored after anti-obesogenic interventions, with *Bacteroidetes* proportion positively correlating with body fat loss [6, 55]. In particular, *Acod1* loss elicited minor effects on representation of *Firmicutes* and, predominantly, opposed the decrease in the fecal abundance of *Bacteroidetes*, the major gut microbial phylum associated with metabolic health, depleted in obese mice and humans [5–7]. In more detail, unbiased differential abundance analyses identified *Bacteroidaceae* and *Bacteroides* as the most significantly increased bacterial family and genus, respectively, in stools of *Acod1*-deficient mice challenged with HFD compared to wild-type counterparts. Importantly, members of such taxa have already been extensively associated with protection from obesity and type 2 diabetes [37–40, 43–47], in line with the amelioration of metabolic disease offered by *Acod1* loss in mice. Interestingly, no significant alterations were detected in bacterial composition of the small intestines isolated from *Acod1*^*-/-*^ mice fed with HFD, compared with wild-type counterparts. Such results indicate that changes imposed by *Acod1* loss on the fecal microbiota largely represent a proxy for alterations occurring in the large intestine. Several studies point to *Bacteroidetes* as the largest SCFA producers in mouse and human gut [56–58]. These metabolites elicit anti-obesogenic effects by promoting energy expenditure in fat depots, ameliorating whole-body glucose homeostasis, and opposing the production of pro-inflammatory mediators by immune cells [8]. SCFAs also sustain gut barrier function. Increased intestinal permeability, resulting from diet-induced intestinal dysbiosis, favors the translocation of micro-organisms and microbial-associated molecular patterns through the gut epithelium, thereby promoting obesity-associated inflammatory responses in the host [8, 9, 59]. In line with a sustained fecal *Bacteroidetes* abundance and protection from diet-induced meta-inflammation, *Acod1* loss opposed both the decline of fecal SCFA levels and the alteration of gut barrier function, induced by fat overnutrition in mice. Importantly, the amelioration of the mouse intestinal ecosystem, altered by HFD consumption, is not just the result of the protection from diet-induced obesity achieved by *Acod1* deficiency, but contributes instrumentally to generate it. Such a conclusion derives from the evidence of dominant protective effects against adipose tissue accumulation, meta-inflammation, and obesity-associated metabolic dysfunctions offered by the transfer of fecal microbiota from HFD-fed *Acod1*^*-/-*^ mice into wild-type counterparts. Furthermore, it is noteworthy that major changes in fecal microbiota composition induced by the genetic disruption of itaconate biosynthesis were specular to those induced by oral administration of a supraphysiological dose (20 mM) of itaconate to mice fed with HFD. In detail, the increase of fecal itaconate abundance in wild-type mice, beyond the levels endogenously produced following dietary lipid consumption, mainly halved the relative proportion of *Bacteroidetes, Bacteroidaceae,* and *Bacteroides* taxa in fecal microbiota of HFD-fed mice. Consistent with such more pronounced obesity-associated microbial signature, supraphysiological itaconate supplementation enhanced overall metabolic responses (i.e., body weight gain, fat depot accumulation, liver steatosis, and insulin resistance) of wild-type mice to HFD. Taken together, such results point towards a key role for itaconate in supporting gut microbiota changes underlying diet-induced obesity and associated metabolic dysfunctions.

Beyond diet, host-derived metabolic signals, produced either in peripheral tissues or locally in the intestine, can shape gut microbiota composition and function [11, 60, 61]. We found that HFD consumption promotes up-regulation of *Acod1* gene expression and itaconate production in colon of mice starting from twelve weeks of HFD administration. Importantly, such timing paralleled the divergence in body weight gain between wild type and *Acod1*^*-/-*^ mice challenged with HFD, thus substantiating an instrumental role for colonic *Acod1* expression in the metabolic responses of mice to prolonged fat overnutrition. In line with this, analyses of a publically available transcriptomic dataset of human subjects with obesity retrieved colonic *ACOD1* gene expression tied to obesity, altered glycemic control, and reduced expression of genes preserving gut barrier function. Collectively, such data point towards gut microbiota responsiveness to the induction of itaconate biosynthesis occurring in the large intestine. Investigations are currently in progress to determine how itaconate supports changes in gut microbiota underlying diet-induced obesity. We found that host-derived itaconate accumulates in stools of mice following HFD consumption. Furthermore, we provided evidence for a direct effect of itaconate, used at near-physiologically relevant concentration, in decreasing in vitro growth of pure bacterial strains representative of the *Bacteroidaceae* family (*Bacteroides* genus), previously demonstrated to elicit beneficial roles against metabolic disease. Therefore, it is possible to envision a direct paracrine role for such a metabolite, secreted into the intestinal lumen, in altering equilibria among commensal bacteria in response to dietary changes. However, as the human ACOD1 is less active than murine counterpart [62, 63] at this stage it is not clear whether any increase in itaconate biosynthesis in human colon might be high enough to be pathophysiologically relevant.

In conclusion, by unveiling an unrecognized impact of *Acod1* loss on diet-induced gut microbiota alterations, this study has uncovered a novel role for itaconate biosynthesis in obesity and major associated inflammatory outcomes induced by fat overnutrition, paving the way for the development and utilization of synthetic small-molecule inhibitors targeting ACOD1 activity for treatment of metabolic disease.

## Methods

### Mice and treatments

Male C57BL/6 *Acod1*^*−/−*^ (C57BL/6N-Acod1^em1(IMPC)J^/J) were bought from the Jackson Laboratory and bred in house. Mouse genotype was determined by amplification of DNA from *tail* biopsies by using Phire Tissue Direct PCR Master Mix (F170S, Thermo Scientific™) and allele-specific primers indicated by Jackson Laboratory (Supplementary Table 5). In experiments comparing wild type and *Acod1*^*-/-*^ genotypes, experimental littermates were used and generated breeding *Acod1*^*+/-*^ mice together. In experiments were only wild type littermates were used, they were generated by breeding wild-type mice together. At weaning, all mice were separated according to the genotype and housed together in (at least two) different cages (multi-housed) until five weeks of age. Then, starting from five weeks of age, mice were individually caged, randomized, blindly allocated to experiment groups and fed with either a standard chow or high-fat diet (HFD) containing 60% of calories from fat (E15742-347, Charles River) for 16 weeks (if not otherwise stated throughout the main text or in each figure caption), with ad libitum access to water and food. For itaconate treatments, mice received either 1 mM or 20 mM neutralized itaconate solution in drinking water ad libitum during HFD feeding, as indicated in the main text/figure captions. In all HFD-feeding experiments, body weight of mice was measured weekly. Tissues were collected at the end of each experiment for post-mortem analyses. The investigators were not blinded during experiments and outcome assessment.

### Human datasets

The microarray GSE158237 [64] dataset integrates RMA normalized mRNA expression values from colonic biopsies and clinical data of human subjects with different degrees of body mass index (BMI). Healthy (BMI < 25 kg/m^2^, *n* = 13) and obese (BMI > 30 kg/m^2^, *n* = 16) subjects were included in the analysis. To correlate colonic *ACOD1* mRNA levels and tolerance to glucose overload, relative changes in plasma glucose levels measured 2 h after bolus glucose administration were compared with their baseline levels. The RNAseq dataset GSE130970 [65] contains transcriptomic profiles of 78 distinct human liver biopsies. Of these, 6 are histologically normal and 72 cover the full spectrum of nonalcoholic fatty liver disease (NAFLD) (assessed by NIDDK NASH CRN criteria [66]. In both studies, data were tested for normality [67–80].

### Ethical approval of animal studies

All mice used in this study were bred and housed in individual ventilated cages in a barrier facility proactive in environmental enrichment under specific pathogen-free conditions in line with European Union regulations. All experimental animal procedures were approved by the Institutional Animal Committee of San Raffaele Scientific Institute.

### Statistics and reproducibility

For each experiment, sample size was chosen on the basis of similar experimental approaches reported in the literature. If not otherwise stated, data are expressed as mean ± s.e.m. and details about group sizes (n) and how many times each experiment was independently repeated is provided in each figure caption. When two groups were compared, statistical significance was evaluated by an unpaired, two-tailed Student’s t-test (referred to as t-test) and applying Welch’s correction when variances between groups were significantly different. For multiple group analyses one-way ANOVA followed by Dunnett’s multiple comparisons test or two-way ANOVA were performed. Mann-Whitney *U*-test (referred to as Mann–Whitney test) was applied in Supplementary Fig. 1D, E, as data were not normally distributed. Pearson’s correlation was applied to determine the relationship between *ACOD1* mRNA expression levels and alterations in plasma glucose or alterations in expression of genes related to intestinal permeability. All statistical analyses were performed using GraphPad Prism version 8.

### Supplementary information

Supplemental Information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure 11

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

checklist

## Data Availability

Proteomics and RNAseq data are available at ProteoSAFe/MassIVE (MSV000090276) and GEO (GSE213632), respectively. All other data that support the findings in this study are stored at the IRCCS San Raffaele Scientific Institute and are available from the corresponding author upon reasonable request.

# Supplementary material for: ACOD1 deficiency offers protection in a mouse model of diet-induced obesity by maintaining a healthy gut microbiota
**Source:** Cell Death Dis. 2024 Feb 1;15(2):105. doi: 10.1038/s41419-024-06483-2
**Supplement:** Supplementary file 1 — Supplemental Information

**Supplementary Information**

**ACOD1 deficiency offers protection in a mouse model of diet-induced obesity by maintaining a healthy gut microbiota**

Eberhart and Stanley et al.

**Supplementary Figure 1. Genetic Acod1 deficiency protects mice from diet-induced obesity.** (**A**) qPCR analysis of *Acod1* mRNA levels in the indicated tissues from WT and *Acod1^-/-^* mice fed with ND or HFD for the time indicated. Data as mean±sem of n=4-6 mice per group from one experiment. (**B**) Itaconate levels in colon from the indicated mice fed with either ND or HFD for 12 weeks. Data as mean±sem of n=5 (ND-fed) and n=4 (HFD-fed) mice from one experiment. (**C**) qPCR analysis of F4/80 (*Adgre1*) mRNA levels in the indicated tissues from WT mice fed with ND or HFD for the time indicated. Data as mean±sem of n=4-7 mice per group from one experiment. (**D**) ACOD1 mRNA levels (GSE130970) in liver of NAFLD patients categorized according to disease (NAFL) score. (**E**) *ACOD1* mRNA levels (GSE130970) in liver of NAFLD patients categorized according to hepatic steatosis grade. (**F**) Weights (g) of the indicated tissues isolated from WT and *Acod1^-/-^* mice after 16 weeks on HFD. Data as mean±s.e.m of n=7 (HFD-fed WT), n=6 (HFD-fed *Acod1^-/-^*) mice from one representative experiment out of three independently executed. (**G**) Quantification of adipocyte size in images described in Fig. 1H. Data as mean±s.e.m. (n = 5 mice per group, average of 5 images each). (**H**) Quantification of BAT whitening in images described in Fig. 1I. Data as mean±s.e.m. (n = 4 mice per group, average of 3 images each); FOV, field of vision. (**I**) Area under the curves (AUC) of GTT described in Fig. 1L. ND (n=6), HFD (n=7). Data as mean±sem of n=6 (ND) and n=7 (HFD) from one representative experiment out of two independently executed. (**J**) Area under the curves of ITT described in Fig. 1M. Data as mean±sem of n=5 (ND) and n=7 (HFD) from one representative experiment out of two independently executed. (**K**) Levels of metabolic hormones measured in plasma of WT and *Acod1^-/-^* mice after 16 weeks on ND or HFD**.** Data as mean±s.e.m of n=4 (ND-fed), n=7 (HFD-fed) mice from one experiment. In (A, B, C, F, G, H, K): t-test; (D-E): Mann-Whitney test; (I, J) one-way ANOVA followed by Dunnett's multiple comparisons test. **P*<0.05; ***P*<0.01; ****P*<0.001; ns: not significant.

**Supplementary Figure 2. Itaconate rescues the effects of *Acod1* ablation on metabolic responses to HFD.** (**A**) Determination of itaconate levels in colon of HFD-fed mice in response to treatment with 1mM itaconate in drinking water for 16 weeks. Data as mean±s.e.m of n=5 (WT), n=7 (*Acod1^-/-^*) and n=5 (*Acod1^-/-^* + Itac.) mice from one experiment. (**B**) Effect of treatment of 1mM itaconate in drinking water on body weights of *Acod1^-/-^* mice fed with HFD for 16 weeks. Data as mean±s.e.m of n=5 (WT), n=7 (*Acod1^-/-^*) and n=5 (*Acod1^-/-^* + Itac.) mice from one experiment. (**C**) Tissue weights of mice described in (L). Data as mean±s.e.m of n=5 (WT), n=7 (*Acod1^-/-^*) and n=5 (*Acod1^-/-^* + Itac.) mice from one experiment. (**D**) ITT (left) and AUC of ITT (right) in mice described in (B). Data as mean±s.e.m of n=5 (WT), n=7 (*Acod1^-/-^*) and n=5 (*Acod1^-/-^* + Itac.) mice from one experiment. In (A, C and D-right panel): one-way ANOVA followed by Dunnett's multiple comparisons test. In (B and D-left panel): two-way Anova. **P*<0.05; ***P*<0.01; ****P*<0.001; ns: not significant (t-test).

**Supplementary Figure 3. *Acod1* ablation opposes liver steatosis and associated metabolic dysfunction induced by dietary lipid overload.** (**A**) Principal component analysis (PCA) comparing liver proteome of WT and *Acod1^-/-^* mice fed with either ND or HFD for 16 weeks*.* Data derive from n=5 ND-fed (WT), n=8 (ND-fed *Acod1^-/-^*) and n=6 (HFD-fed) mice from two independent experiments. (**B**) Pearson`s correlation analysis between changes in the abundance of liver proteins imposed by dietary lipid overload in WT mice (HFD vs ND [WT]) and those determined by *Acod1* loss in mice on HFD (*Acod1^-/-^* vs WT [HFD]. Statistically significantly altered proteins (FRD < 0.1) are illustrated in blue, not statistically significantly altered proteins in white. FC: fold change. Data derive from n=5 ND-fed (WT), n=8 (ND-fed *Acod1^-/-^*) and n=6 (HFD-fed) mice from two independent experiments. (**C**) qPCR analysis of mRNA levels of the indicated genes in livers of WT and *Acod1^-/-^* mice fed with either ND or HFD for 16 weeks*.* Data as mean±s.e.m of n=12 (ND-fed WT), n=16 (ND-fed *Acod1^-/-^*) and n=15 (HFD-fed) mice from three independent experiments; **P*<0.05; ***P*<0.01; ****P*<0.001 (one-way ANOVA followed by Dunnett's multiple comparisons test, compared with HFD-fed WT).

**Supplementary Figure 4. *Acod1* loss improves metabolic activity of HFD-fed mice.**

(**A**) Measurement of food intake of WT and *Acod1^-/-^* mice during light and dark hours after 16 weeks on HFD; n=6 (WT), n=7 (*Acod1^-/-^*) mice. Data as mean±s.e.m from one representative experiment out of two independently executed. (**B**) Bomb-calorimetry-mediated determination of energy content in stools of WT (n=7) and *Acod1^-/-^* (n=5) mice on HFD for 16 weeks. Data as mean±s.e.m from one representative experiment. (**C**) Neutral lipid content (oil red staining) of adipocytes isolated from iWAT of WT and *Acod1^-/-^* mice, on day 0 and day 5 of differentiation *in vitro*; n= 4 replicates per group. Data as mean±s.e.m from one representative experiment out of three independently executed. (**D**) qPCR analysis of *Pparg* and *Cebpa* in WT and *Acod1^-/-^* adipocytes described in (C); n= 3-6 replicates per group. Data as mean±s.e.m from one representative experiment out of three independently executed. (**E**) Respiratory exchange rate (RER) of WT and *Acod1^-/-^* mice described in (A); n=6 (WT), n=7 (*Acod1^-/-^*) mice. Data as mean±s.e.m from one representative experiment out of two independently executed. (**F**) Plasma leptin levels in WT and *Acod1^-/-^*; n=3 (ND-fed), n=7 (HFD-fed) mice. Data as mean±s.e.m from one representative experiment out of two independently executed. (**G**) Total locomotor activity (cm) of mice described in (A); n=6 (WT), n=7 (*Acod1^-/-^*) mice. Data as mean±s.e.m from one representative experiment out of two independently executed. (**H**) qPCR analysis of *Pgc-1α* (*Ppargc1a*) mRNA levels in eWAT of WT and *Acod1^-/-^* mice fed with either ND or HFD for 16 weeks; n=4 (ND-fed), n=7 (HFD-fed) mice. Data as mean±s.e.m from one representative experiment out of two independently executed. (**I**) Quantification of UCP1 levels in images described in Fig. 3H. Data as mean±s.e.m. (n = 3 mice per group, average of 3 images each). ***P*<0.01 (one-way Anova followed by Dunnett`s T3 multiple comparison test compared with HFD-fed WT mice). (**J**) qPCR analysis of the indicated genes in quadriceps of WT and *Acod1^-/-^* mice on HFD for 16 weeks; n=8 mice per group. Data as mean±s.e.m from one representative experiment out of two independently executed. (**K**) qPCR analysis of the indicated genes in tibialis anterior of WT and *Acod1^-/-^* mice on HFD for 16 weeks; n=7 (WT), n=8 (*Acod1^-/-^*) mice. Data as mean±s.e.m from one representative experiment out of two independently executed. In (A-H, J, K): **P*<0.05 (t-test); ns: not significant.

**Supplementary Figure 5. *Acod1* loss decreases diet-induced obesity-associated meta-inflammation**. (**A**) qPCR analysis of *Acod1* mRNA levels in resting and LPS-activated bone marrow-derived macrophages (BMDMs). Data as mean±s.e.m of n=2 technical replicates per condition from one experiment out of two independently executed. (**B**) ELISA-mediated determination of IL-6 secreted in media of BMDMs treated as in (A). Data as mean±s.e.m of n=6 technical replicates per condition from one experiment out of two independently executed. ****P*<0.001 (t-test). (**C**) ELISA-mediated determination of IL-1β secreted in media of BMDMs treated as in (A) incubated with 2.5 mM ATP for additional 40 min for inflammasome activation. Data as mean±s.e.m of n=6 technical replicates per condition from one experiment out of two independently executed. ****P*<0.001 (t-test). (**D**) qPCR analysis of F4/80 (*Adgre1*) mRNA levels in the indicated tissues from *wild type* and *Acod1^-/-^* mice fed with either ND or HFD for 16 weeks. Data as mean±s.e.m of n= 3-7 mice per group from one representative experiment. ***P*<0.01; **P*<0.05 (one-way Anova followed by Dunnett`s T3 multiple comparison test compared with HFD-fed WT mice); ns: not significant. (**E**) Venn diagram (left) and gene ontology (biological processes)-based functional enrichment analysis (right) of statistically significant (FDR<0.1) up-regulated genes in iWAT of WT mice in response to HFD (HFD vs ND [WT]) and rescued by *Acod1* loss (*Acod1^-/-^* vs WT [HFD]). Data derive from n=3 (ND-fed WT), n=5 (HFD-fed WT) and n=3 (HFD-fed *Acod1^-/-^*) mice from one experiment. (**F**) Heatmap depicting the mRNA levels of selected genes defining macrophage markers, inflammatory cytokines and receptors, regulators of innate immunity, TLR signaling and TNF signaling upregulated in response to HFD (HFDvsND in WT, FDR<0.1) and rescued by *Acod1* loss (*Acod1^-/-^* vsWT in HFD, FDR<0.1) in iWAT. Data derive from mice described in (E): n=3 (ND-fed WT), n=5 (HFD-fed WT) and n=3 (HFD-fed *Acod1^-/-^*) mice from one experiment.

**Supplementary Figure 6. Itaconate production sustains gut microbiota alterations underlying HFD-induced obesity.** (**A**) *Bacteroidetes* to *Firmicutes* ratio in the fecal microbiota of WT and *Acod1^-/-^* mice fed for 16 weeks with ND or HFD. Data as mean±s.e.m. of n=10 (ND) or n=15 (HFD) mice from three experiments independently executed. (**B**) Relative changes in the abundance of bacterial phyla in stools derived from mice described in (A). Data as mean±s.e.m. of n=10 (ND) or n=15 (HFD) mice from three experiments independently executed. (**C**) Differential abundance analysis (DESeq2) of the fecal bacterial composition at family (left) and genus (right) level of WT (n=10) and *Acod1^-/-^* (n=10) mice fed with ND for 16 weeks from three experiments independently executed. Dashed line indicates FDR = 0.05. The size of the dots indicates fold change (log2) and the color indicates the phylum. Fractional analysis (**D**) and relative changes (**E**) of the fecal bacterial composition at the family level of mice described in (A). Data as mean±s.e.m. of n=10 (ND) or n=15 (HFD) mice from three experiments independently executed. Fractional analysis (**F**) and relative changes (**G**) of the fecal bacterial composition at the genus level of mice described in (A). Data as mean±s.e.m. of n=10 (ND) or n=15 (HFD) mice from three experiments independently executed. In (A), (B), (D-G): **P*<0.05; ***P*<0.01 (t-test); ns: not significant.

**Supplementary Figure 7. Effects of *Acod1* loss on the composition of the small intestine microbiota of HFD-fed mice.** Fractional analysis (**A**) and relative changes (**B**) of bacterial composition at the phylum level of the small intestine of WT and *Acod1^-/-^* mice fed for 16 weeks with HFD. Data as mean±s.e.m. of n=10 (WT) or n=12 (*Acod1^-/-^*) mice from three experiments independently executed. (**C**) Differential abundance analysis (DESeq2) of the bacterial composition at family (left) and genus (right) level of WT (n=10) and *Acod1^-/-^* (n=12) mice fed with HFD for 16 weeks, from two experiments independently executed. Dashed line indicates FDR = 0.05. The size of the dots indicates fold change (log2) and the color indicates the phylum. Fractional analysis (**D**) and relative changes (**E**) of bacterial composition at the family level of the small intestine of mice described in (A). Data as mean±s.e.m. of n=10 (WT) or n=12 (*Acod1^-/-^*) mice from three experiments independently executed. Fractional analysis (**F**) and relative changes (**G**) of bacterial composition at the genus level of the small intestine of mice described in (A). Data as mean±s.e.m. of n=10 (WT) or n=12 (*Acod1^-/-^*) mice from three experiments independently executed. ns: not significant (t-test).

**Supplementary Figure 8. Effects of itaconate treatment on fecal microbiota composition of HFD-fed mice.** (**A**) Levels of itaconate in stools of HFD-fed WT mice treated with 20 mM itaconate in drinking water for 12 weeks. Data as mean±s.e.m. of n=10 mice per group from two independent experiments independently executed. (**B**) Relative changes in the abundance of bacterial phyla in stools collected from WT mice treated as in (A) after 12 weeks of HFD-feeding. Data as mean±s.e.m. of n=10 mice per group from two experiments independently executed. (**C**) *Bacteroidetes* to *Firmicutes* ratio in the fecal microbiota of mice described in (B). Data as mean±s.e.m. of n=10 mice per group from two experiments independently executed. Fractional analysis (**D**) and relative changes (**E**) of the fecal bacterial composition at the family level of mice described in (B). Data as mean±s.e.m. of n=10 mice per group from two experiments independently executed. Fractional analysis (**F**) and relative changes (**G**) of the fecal bacterial composition at the genus level of mice described in (B). Data as mean±s.e.m. of n=10 mice per group from two experiments independently executed. (**H**) Relative changes in abundance of *Bacteroidetes* and *Firmicutes* phyla measured in fecal suspensions, deriving from pooled stools of n= 6 HFD-fed WT mice, incubated *in vitro* either with itaconate (0.5, 1, 10, 20 mM) or vehicle (-) for 48 hours in anaerobic atmosphere. Data as mean±s.e.m. from n=3 independent experiments. (**I**) *Bacteroidetes* to *Firmicutes* ratio measured in fecal suspensions described in (H). Data as mean±s.e.m. from n=3 independent experiments. Relative changes in the abundance of *Bacteroidaceae* (**J**) and *Bacteroides* (**K**) measured in fecal suspensions described in (H). Data as mean±s.e.m. from n=3 independent experiments. (**L**) Liver triglyceride content in *wild type* mice as treated in (A) after 16 weeks of HFD feeding. Data as mean±s.e.m. of n=5 (vehicle) and n=8 (itaconate)-treated mice from one representative experiment out of two independently executed. (**M**) qPCR analysis of the indicated genes in liver of *wild type* mice as described in (A) after 16 weeks of HFD feeding. Data as mean±s.e.m. of n=5 (vehicle) and n=8 (itaconate)-treated mice from one representative experiment out of two independently executed. (**N**) qPCR analysis of F4/80 (*Adgre1*) in fat depots of *wild type* mice as described in (A) after 16 weeks of HFD feeding. Data as mean±s.e.m. of n=5 (vehicle) and n=7 (itaconate)-treated mice from one representative experiment out of two independently executed. (**O**) Area under the curves (AUC) of ITT described in Fig. 5L. Data as mean±s.e.m of n=5 (vehicle) and n=7 (itaconate)-treated mice from one representative experiment out of two independently executed. (**P**) Food intake in HFD-fed WT mice as described in Fig.5J. Data as mean±s.e.m of n=5 (vehicle) and n=8 (itaconate)-treated mice from one representative experiment out of two independently executed. In (A-G), (L-P): **P*<0.05; ***P*<0.01; ****P*<0.001 (t-test). In (H-K): **P*<0.05; ***P*<0.01; ****P*<0.001 (one-way ANOVA followed by Dunnett`s T3 multiple comparison test compared with vehicle (-)); ns: not significant.

**Supplementary Figure 9. Fecal microbiota composition of mice used in FMT experiments before fecal transplantation.** Fractional analysis (**A**) and relative changes (**B**) of fecal bacterial composition at the phylum level of WT and *Acod1^-/-^* donor and recipient mice assessed before the fecal microbiota transplantation (FMT). Data as mean±s.e.m. of n=9 (WT donor), n=11 (*Acod1^-/-^* donor), n=8 (WT recipient), n=10 (*Acod1^-/-^* recipient) from two experiments independently executed. (**C**) Differential abundance (DESeq2) matrix comparing fecal bacterial composition at family level of taxa assigned to *Bacteroidetes* and *Firmicutes*. of mice described in (A). WT donor (n=9), *Acod1^-/-^* donor (n=11), WT recipient (n=8), *Acod1^-/-^* recipient (n=10) from two experiments independently executed. Fractional analysis (**D**) and relative changes (**E**) of fecal bacterial composition at the family level of mice described in (A). Data as mean±s.e.m. of n=9 (WT donor), n=11 (*Acod1^-/-^* donor), n=8 (WT recipient), n=10 (*Acod1^-/-^* recipient) from two experiments independently executed. (**F**) Differential abundance (DESeq2) matrix comparing fecal bacterial composition at genus level of taxa assigned to *Bacteroidetes* and *Firmicutes* in mice described in (A). WT donor (n=9), *Acod1^-/-^* donor (n=11), WT recipient (n=8), *Acod1^-/-^* recipient (n=10) from two experiments independently executed. Fractional analysis (**G**) and relative changes (**H**) of fecal bacterial composition at the genus level of mice described in (A). Data as mean±s.e.m. of n=9 (WT donor), n=11 (*Acod1^-/-^* donor), n=8 (WT recipient), n=10 (*Acod1^-/-^* recipient) from two experiments independently executed. (**I**) Abundance of bacteria in stools of WT (n=8) and *Acod1^-/-^* (n=11) recipient mice used in the FMT set-up measured before (-) and at the end (+) of antibiotics (ABX) treatment, determined by quantitative PCR-based measurement of bacterial 16S rRNA gene levels.

Data as mean±s.e.m. from two experiments independently executed. In (A), (B), (D), (E), (G), (H): one-way ANOVA followed by Dunnett`s T3 multiple comparison test compared with WT donor. In (I) **P*<0.05; ****P*<0.001 (t-test); ns: not significant.

**Supplementary Figure 10. Effect of FMT on fecal microbiota composition of HFD-fed mice.** Fractional analysis (**A**) and relative changes (**B**) of fecal bacterial composition at the phylum level of WT and *Acod1^-/-^* donor and recipient mice receiving either PBS (donors) or a fecal suspension from reciprocal genotypes (recipients) assessed after 18 weeks of feeding with HFD. Data as mean±s.e.m. of n=8 (WT donor), n=10 (*Acod1^-/-^* donor), n=8 (WT recipient), n=10 (*Acod1^-/-^* recipient) from two experiments independently executed. (**C**) Differential abundance (DESeq2) matrix comparing fecal bacterial composition at family level of taxa assigned to *Bacteroidetes* and *Firmicutes* of mice described in (A). WT donor (n=8), *Acod1^-/-^* donor (n=10), WT recipient (n=8), *Acod1^-/-^* recipient (n=10) from two experiments independently executed. Fractional analysis (**D**) and relative changes (**E**) of fecal bacterial composition at the family level of mice described in A. Data as mean±s.e.m. of n=8 (WT donor), n=10 (*Acod1^-/-^* donor), n=8 (WT recipient), n=10 (*Acod1^-/-^* recipient) from two experiments independently executed. (**F**) Differential abundance (DESeq2) matrix comparing fecal bacterial composition at genus level of taxa assigned to *Bacteroidetes* and *Firmicutes* in mice described in (A). WT donor (n=8), *Acod1^-/-^* donor (n=10), WT recipient (n=8), *Acod1^-/-^* recipient (n=10) from two experiments independently executed. Fractional analysis (**G**) and relative changes (**H**) of fecal bacterial composition at the genus level of mice described in A. Data as mean±s.e.m. of n=8 (WT donor), n=10 (*Acod1^-/-^* donor), n=8 (WT recipient), n=10 (*Acod1^-/-^* recipient) from two experiments independently executed. (**I**) Determination of itaconate levels in stools of mice described in (A). Data as mean±s.e.m. of n=9 (WT donor), n=11 (*Acod1^-/-^* donor), n=8 (WT recipient), n=10 (*Acod1^-/-^* recipient) from two experiments independently executed. In (A), (B), (D), (E), (G-I): **P*<0.05; ***P*<0.01; ****P*<0.001 (one-way ANOVA followed by Dunnett`s T3 multiple comparison test compared with WT donor). In (I) ^#^*P*<0.05 t-test; ns, not significant.

**Supplementary Figure 11. Fecal microbiota of *Acod1*-deficient mice offers transferable protection from metabolic disease by preventing meta-inflammation.**

(**A**) AUC of ITT described in Fig. 6C. Data as mean±s.e.m. of n=9 (WT donor), n=11 (*Acod1^-/-^* donor), n=8 (WT recipient), n=10 (*Acod1^-/-^* recipient) from two experiments independently executed. (**B**) mRNA levels of the indicated genes in colon of healthy (n=13) and obese (n=16) subjects (GSE158237). Boxes extend from 25th to 75th percentiles, black lines=median, whiskers=minimum to maximum. (**C**) qPCR analysis of the indicated genes in BAT of mice as described in Fig. 6A; n=7 (WT control), n=9 (*Acod1^-/-^* control), n=7 (WT and *Acod1^-/-^* recipient) mice from two experiments independently executed. In (A) and (C) one-way ANOVA followed by Dunnett's multiple comparisons test, compared with WT control mice. In (B) t-test. **P*<0.05; ***P*<0.01; ****P*<0.001; ^#^*P*<0.05; ns, not significant.

**Supplemental Methods and Materials.**

**RNA-sequencing (RNA-seq).** After RNA extraction, RNA integrity was confirmed by capillary electrophoresis (Fragment Analyzer, Agilent). Barcoded mRNA Libraries were prepared using NEBNext RNA Ultra II Directional Library Kit (New England Biolabs), following the manufacturer’s instructions. Sequencing was performed on an Illumina NovaSeq instrument. The 3' adaptors were removed using cutadapt and trimmed reads with a length of less than 18bp were discarded. The trimmed reads were filtered with a contaminants database. The recovered non matching reads were aligned to the genome/transcriptome using STAR-align (v 2.4.2a) to the GENCODE reference genome build GRCm38.95. Genes with very low read counts were excluded from downstream analysis. The minimum threshold was set at 1 count per million mapped reads across all samples per tissue. Gene count tables were loaded into R (v 4.1.0) and differential gene expression analysis was performed using the DESeq2 workflow[67]. Row normalized z-scores of transcripts per million (TPMs) were used to plot the heatmaps.

**Liver Proteomics.** Frozen liver samples were powderized in liquid nitrogen using a ceramic mortar and pestle and lyophilized. Weighed tissue (approximately 2mg of each) was homogenized in freshly prepared high-salt buffer (50mM Tris-HCl, 3M NaCl, 25mM EDTA, 0.25% w/v CHAPS, pH 7.5) containing 1x protease inhibitor (Halt Protease Inhibitor, Thermo Scientific) at a concentration of 10mg/mL. Homogenization took place in a bead beater (Bullet Blender Storm 24, Next Advance, 1mm glass beads) for 3min at 4^º^C. Samples were then spun for 20min at 18,000g at 4^º^C and the supernatant removed and stored as *Fraction 1*. A fresh aliquot of high-salt buffer was added to the remaining pellet at 10mg/mL of the starting weight, vortexed at 4^º^C for 15min, and spun for 15min. The supernatant was removed and stored as *Fraction 2.* This high-salt extraction was repeated once more to generate *Fraction 3,* after which freshly prepared guanidine extraction buffer (6 M guanidinium chloride adjusted to pH 9.0 with NaOH) was added at 10mg/mL and vortexed for 1h at RT. The samples were then spun for 15min, the supernatant removed, and stored as *Fraction 4. Fractions 1, 2, & 3* were combined, and all fractions were stored at -20^º^C until further analysis. Samples were digested according to the FASP protocol using a 10kDa molecular weight cutoff filter. In brief, 50ul of the samples were mixed in the filter unit with 8 Murea, 100mM ammonium bicarbonate (AB) pH 8.0, and centrifuged at 14 000*g* for 15min. The proteins were reduced with 10mM DTT for 30min at RT, centrifuged, and alkylated with 55mM iodoacetamide for 30min at RT in the dark. Following centrifugation, samples were washed 3× with urea solution, and 3× with 50 mM AB, pH 8.0. Protein digestion was carried out with sequencing grade modified Trypsin (Promega) at 1/50 protease/protein (wt/wt) at 37°C overnight. Peptides were recovered from the filter using 50mM AB. Samples were dried in Speed-Vac and desalted and concentrated on Thermo Scientific Pierce C18 Tip. A 20ul of each sample was loaded onto individual Evotips for desalting and then washed with 20μL 0.1% FA followed by the addition of 100μL storage solvent (0.1% FA) to keep the Evotips wet until analysis. The Evosep One system (Evosep, Odense, Denmark) was used to separate peptides on a Pepsep column, (150μm inter diameter, 15cm) packed with ReproSil C18 1.9 um, 120A resin. The system was coupled to the timsTOF Pro mass spectrometer (Bruker Daltonics, Bremen, Germany) via the nano-electrospray ion source (Captive Spray, Bruker Daltonics). The mass spectrometer was operated in PASEF mode. The ramp time was set to 100 ms and 10 PASEF MS/MS scans per topN acquisition cycle were acquired. MS and MS/MS spectra were recorded from *m/z* 100 to 1700. The ion mobility was scanned from 0.7 to 1.50 Vs/cm^2^. Precursors for data-dependent acquisition were isolated within ± 1 Th and fragmented with an ion mobility-dependent collision energy, which was linearly increased from 20 to 59 eV in positive mode. Low-abundance precursor ions with an intensity above a threshold of 500 counts but below a target value of 20000 counts were repeatedly scheduled and otherwise dynamically excluded for 0.4 min. MS/MS spectra were extracted from raw data files and converted into .mgf files using MS Convert (ProteoWizard, Ver. 3.0). Peptide spectral matching was performed with Mascot (Ver. 2.5) against the Uniprot mouse database (release 201701). Mass tolerances were +/- 15ppm for parent ions, and +/- 0.4 Da for fragment ions. Trypsin specificity was used, allowing for 1 missed cleavage. Met oxidation, Pro hydroxylation, protein N-terminal acetylation, and peptide N-terminal pyroglutamic acid formation were set as variable modifications with Cys carbamidomethylation set as a fixed modification. Scaffold (version 4.6, Proteome Software, Portland, OR, USA) was used to validate MS/MS based peptide and protein identifications. Peptide identifications were accepted if they could be established at greater than 95.0% probability as specified by the Peptide Prophet algorithm. Protein identifications were accepted if they could be established at greater than 99.0% probability and contained at least two identified unique peptides. Total peptide hits were normalized via auto scale normalization and statistical analysis was performed using MetaboAnalyst 5[68] in order to assess differentially expressed proteins between biological groups. Row normalized z-scores of peptide hits were used to plot the heatmaps.

**Functional Enrichment Analyses.** Over-representation analyses (ORA) of RNA-sequencing and proteomics data were performed with Shiny-GO 0.76[69] by using Gene Ontology (GO) terms[70] and KEGG[71]. Only differentially expressed genes/proteins in response to HFD and rescued by *Acod1* loss with an adjusted *P* value (FDR) <0.1 in both comparisons were considered. No threshold was set on the fold change as some of the genes/proteins might show moderate, yet biologically relevant changes.

**Metabolite extraction and LC-MS.** For metabolite determination, 40 mg of frozen tissue was dissociated in 1ml of ice-cold extraction solution, composed of methanol, acetonitrile, and water (5:3:2), using ceramic beads and a Precellys tissue homogenizer (Bertin Instruments) by 3 cycles of oscillations at 8000 RPM (45 seconds each paused by 30-second intervals) at 4^º^C. After centrifugation (16,000g for 30min at 4°C), the supernatants were analyzed by liquid chromatography-mass spectrometry (LC-MS) by using a Q Exactive Orbitrap mass spectrometer (Thermo Fisher Scientific) coupled with a Thermo Fisher Scientific Accela HPLC system, as previously described[72]. Data were acquired and analyzed with Thermo Xcalibur and Thermo LCquan 2.7 (Thermo Fisher Scientific) software, respectively. Absolute quantification of itaconate levels in stools of mice was determined by sample peak areas comparison to reference standards.

For measurements of free fatty acids in liver samples, an ultra-high pressure-liquid chromatography-mass spectrometry (UHPLC-MS – Vanquish and Q Exactive, Thermo Fisher) was used as previously reported[73]. Briefly, liver samples were extracted in ice cold methanol:acetonitrile:water (5:3:2 v/v/v) at a concentration of 15mg/mL. Glass beads (1.0mm, BioSpec Products Inc. cat.# 11079110) were added to each sample and samples were placed in the bead beater (GenoGrinder; SPEX, Metuchen, NJ) for 5 minutes at level 5 at 4°C. Samples were then vortexed for 30min at 4°C and centrifuged at 18,213 g for 10min at 4°C. Supernatants were processed for metabolomics analyses. Five microliters of sample extracts (diluted to 15mg/ml in extraction solution) were loaded onto a Kinetex XB-C18 column (150 × 2.1 mm i.d., 1.7 μm – Phenomenex). A 5 min gradient (5%–95% B, phase A: water + 0.1% formic acid and phase B: acetonitrile with + 0.1% formic acid for positive ion mode; 0%–100% B, phase A: 5% acetonitrile + 5mM ammonium acetate and phase B: 95% acetonitrile + 5mM ammonium acetate for negative ion mode) were used to elute metabolites. The mass spectrometer scanned in Full MS mode at 70,000 resolution in the 65–975 m/z range, 4 kV spray voltage, 45 sheath gas and 15 auxiliary gas, operated in negative and then positive ion mode (separate runs). Fatty acids assignment was performed against an in-house standard library, as reported[73, 74].

**Diglyceride profiling.** Liver samples were collected and diglyceride profiling was performed via ultra-high pressure-liquid chromatography-mass spectrometry (UHPLC-MS – Vanquish and Q Exactive, Thermo Fisher Scientific). Briefly, liver samples were extracted in 100% ice cold methanol at a concentration of 15mg/mL of buffer. Glass beads were added to each sample and samples were placed in the bead beater (Bullet Blender Storm 24, Next Advance, 1mm glass beads) for 5 minutes at level 5 at 4°C. Samples were then vortexed for 30min at 4°C and then centrifuged at 18,213 g for 10 min at 4°C. 40uL of the sample extract and 40uL of 10mM ammonium acetate were then added to an autosampler vial. Five microliters of sample extracts were loaded onto a Acquity HSS T3 column (150 x 2.1mm i.d., 1.8μm). A 17 min gradient (25%-99% B, phase A: 75:25 water:acetonitrile + 5mM ammonium acetate, phase B: 50:45:5 isopropanol:acetonitrile:water + 5mM ammonium acetate) was used to elute the metabolites. The mass spectrometer scanned in Full MS mode at 70,000 resolution in the 150-1500 m/z range, 4 kV spray voltage, 45 sheath gas and 15 auxiliary gas, operated in negative mode. Metabolite assignment was performed against an in-house standard library, as reported[73, 74].

**Measurement of liver triglycerides and NH_3_**. Triglycerides and NH_3_ levels were determined colorimetrically in 10mg of frozen liver tissues by using the Triglyceride Assay Kit (ab65336, Abcam) and Ammonia Assay Kit (ab83360, Abcam), respectively, following manufacturer's instructions.

**SCFA measurement.** For short chain fatty acids (SCFA) measurement, 10mg of stools were homogenized in 400µl methanol-water (1:1, v/v) using ceramic beads and a Precellys tissue homogenizer (Bertin Instruments) by 3 cycles of oscillations at 8000 RPM (45 seconds each paused by 30-second intervals) at 4^º^C. After centrifugation (16,000g for 15min at 4 °C), 200µl of the supernatants were transferred to a new microfuge tube and dried by SpeedVac. Dried tissue extracts were resuspended in 240µl of water and derivatized as previously reported[75]. Briefly, each sample was mixed with 50µl of 1-propanol (34871, Sigma-Aldrich) and 50µl of pyridine (360570, Sigma-Aldrich) and incubated on ice for 5min. Then, 100 µl of 1 M sodium hydroxide was added, immediately followed by 30µl of methyl chloroformate (M35304, Sigma-Aldrich) and vigorous vortexing for 20s. Then, each sample was mixed with 300µl of methyl tert-butyl ether (650560, Sigma-Aldrich), vortexed for another 20 sec and centrifuged at 10,000g for 5min. 200μL microliters of the resulting upper layer was transferred to a gas-chromatography (GC) vial for analysis. Propyl derivatives of propionate and butyrate were analysed using an Agilent 7000 GC/MS provided with an Agilent 7890 GC chromatograph and 7693 autosampler (Agilent, CA, United states). High purity helium (99.999%) was the carrier gas with a column head pressure of 16.3 psi. The total flow and the septum purge flow rates were 24.9ml/min and 3mL/min, respectively. Injector was set at a temperature of 280 °C. Injection was made at an injection volume of 1µL in the split mode with a split ratio of 10:1. The chromatographic separation was performed on a Zebron ZB-1701P GC capillary column 30m X 0.25mm X 0.25μm film thickness (Cat. No. [7HG-G012-11](https://dev.phenpreview2.com/en/Products/Zebron-gc-columns/Zebron-ZB-1701P##), Phenomenex, CA, U.S.A). The oven temperature was set to 70°C initial temperature held for 2 min followed by a linear increase to 140°C at 10°C/min, followed by a more rapid increase to 182°C (held for 1 min) at 20°C/min then to 280°C at 50°C/min. The total run time was 16 minutes. The MS was operated in [electron ionization](https://www.sciencedirect.com/topics/biochemistry-genetics-and-molecular-biology/electron-ionization) (EI) mode at 70 eV and the interface was set to 300°C.  Data was acquired in full scan made over the range of m/z = 25-200 with a scan time of 300ms. MS recording started at a cut-off of 1min. Data processing was performed using Agilent MassHunter Quantitative analysis software (Agilent, CA, United states). Initial compound annotation was performed by searching against NIST11 mass spectral library (National Institute of Standards and Technology, Gaithersburg, MD). The identity of the propyl derivatives was further confirmed by comparison to reference standards using a combination of retention time and fragmentation pattern. Selected fragments were used for the quantitation of the propyl derivatives, which were 75.1 and 71.1 for propyl propionate and butyrate, respectively. The respective retention times were 3.55, and 4.95min.

**Histology and image analyses.** Formalin-fixed (HT501128, Sigma-Aldrich) paraffin-embedded sections were dewaxed and hydrated through graded decrease alcohol series. For histological analysis, slides were stained using standard protocols for Hematoxylin and Eosin (Mayer’s Hematoxylin, BioOptica #05-06002/L and Eosin, BioOptica #05-10002/L). For immunohistochemistry (IHC), slides were immunostained with Automatic Leica BOND RX system (Leica Microsystems GmbH, Wetzlar, Germany). Antigen-retrieval was performed using sodium citrate buffer at 100°C. Primary antibodies anti-F4/80 (dilution 1/500; F4/80 (D2S9R), Cell Signaling Technology, Inc.) and anti-UCP1 (1/500; ab10983, Abcam) were developed with Bond Polymer Refine Detection (Leica, DS9800). Bright-field images were acquired with an Aperio AT2 digital scanner (Leica Biosystems) and Aperio ImageScope software (v12.4.3.5008, Leica Biosystem). Image analysis was performed using ImageJ. Lipid droplet particles were determined using thresholding and by applying limits for particle size and circularity to avoid inclusion of non-lipid droplet structures (n=3-4 per group with an average of 10 images per tissue). Adipocyte size from WAT was determined using the Adiposoft[76] plugin (n=5 per group with an average of 5 images per tissue). After color deconvolution F4/80 positive areas were quantified by binarization (n=3 per group with an average of 5 images per tissue). In BAT, UCP1 positive areas were determined by thresholding and normalized to the cell number (n=3 per group with an average of 3 images per tissue) per field of view.

**Glycemia and insulinemia determination.** Blood was collected from the tail of overnight-fasted mice. Then, glucose and insulin levels were determined by using a handheld glucometer (Contour XT Meter, Ascensia Diabetes Care Italy) and a precoated ELISA Kit (EMINS, Invitrogen), respectively, according to the manufacturer’s instructions.

**Glucose and insulin tolerance test.** For glucose-tolerance test (GTT), mice were fasted overnight before receiving an intraperitoneal injection of glucose solution (2g of glucose per kg body weight). For insulin tolerance test (ITT), mice received an intraperitoneal injection of insulin solution (0.75U of insulin per kg body weight) after 6-hours fasting. For both GTT and ITT, glycemia was determined at the indicated time points as above described.

**Indirect calorimetry and activity measurements.** Measurements of oxygen consumption (VO_2_), carbon dioxide (CO_2_) production, respiratory exchange ratio, energy expenditure, food intake and locomotor activity were performed using open-circuit indirect calorimetric chambers (PhenoMaster, TSE Systems, Bad Homburg, Germany). Mice were individually caged, fed with a HFD and acclimated to the chambers for 36h before experimental recordings. Calorimetric data show the average of 6 days or 6 nights. Energy expenditure and VO_2_ were calculated using the manufacturer’s software and values were corrected for body mass. Total locomotor activity was measured using a 3-dimensional infrared light-beam.

**Determination of total fecal energy excretion.** Fecal energy content, used as a proxy for intestinal nutrient absorption capacity, was determined in 0.5g of frozen stools isolated from HFD-fed mice by bomb calorimetry (Phenomin facility).

**16s ribosomal DNA gene sequencing and analysis.** Total DNA was extracted from fecal samples of ND and HFD-fed mice using the QIAamp PowerFecal Pro DNA Kit (Qiagen), following manufacturer's instructions. The V3-V4 region of the 16s rRNA gene was amplified starting from 500ng of extracted DNA using the AccuPrime Taq DNA Polymerase (Invitrogen), the following primers: V3-16S-Fw: TCG TCG GCA GCG TCA GAT GTG TAT AAG AGA CAG CCT ACG GGN GGC WGC AG; V4-16S-Rev: GTC TCG TGG GCT CGG AGA TGT GTA TAA GAG AGA CAG GAC TAC HVG GGT ATC TAA TCC; and the amplification protocol: 94°C for 2 min., 35 cycles of 94°C for 30sec, 56°C for 30sec, and 68°C for 1min and finally stored at 4°C. Amplicons were purified using the AMPure XP beads (Beckman Coulter, Brea, USA). A second PCR step was performed for indexing and add Illumina sequencing adapters to each sample. The Nextera XT Index Kit (Illumina) and the KAPA HiFi HotStart PCR Kit (KAPA Biosystem) were used following the amplification protocol: 95°C for 3min, 8 cycles of 95°C for 30sec, 55°C for 30sec, 72°C for 30sec, 72°C for 4min and then stored at 4°C. A second purification step with AMPure XP beads was performed to clean up the samples for preparing the final library. Purified DNA is quantified using the Qubit double-stranded DNA (dsDNA) HS Assay Kit on a Qubit 2.0 Fluorometer (Thermo Fisher) and then diluted and pooled following Illumina protocol. Sequencing is performed using the MiSeq Illumina platform with a 600 (2 X 300)-base pairs (bp) paired-end read protocol.

For the metagenomic profiling of the small intestines isolated from HFD-fed *wild type* and *Acod1^-/-^* mice, total DNA was extracted from small intestine samples of mice using the DNeasy Blood & Tissue Kits (Qiagen), following the manufacturer's instructions with these modifications: 180 uL of ATL and 20 uL of Proteinase K were added to a small piece of intestine and incubated for 10h at 56°C at 600 RPM in a thermomixer compact (Eppendorf). The DNA was lastly eluted in 60 uL of Buffer AE after an incubation of 5 minutes. Then, the V3-V4 region of the 16s rRNA gene was amplified starting from 500 ng of extracted DNA as described above. Amplicons were purified and sequenced using the MiSeq Illumina platform with a 600 (2 X 300)-base pairs (bp) paired-end read protocol as described above.

For all metagenomics analyses, FastQ files were processed using the Divisive Amplicon Denoising Algorithm 2 (DADA2)[77] pipeline (version 1.26.0) to de-noise the sequences, remove chimeras and assign amplicon sequence variants (ASVs) using standard quality filter parameters (maxN=0, maxEE=2, truncQ=2, rm.phix=TRUE) and trimming 25 and 75 bases of the 3′ region of the forward and reverse reads, respectively. Taxonomic classification was performed implementing a naive Bayesian classifier approach using the Greengenes 13.8 database. Lowly abundant microbial taxa with a relative abundance of less than 0.01% in less than 75% of the samples were excluded from downstream analyses. Differential abundance analysis was performed using the DESeq2 workflow[67] on taxonomic levels and accurate estimation of log-fold changes was performed using the apeglm shrinkage estimator (version 1.20.0)[78].

**Treatment of fecal bacterial cultures with itaconate.** Bacterial cultures were performed starting from fecal pool derived from 6 HFD-fed *wild type* mice. Each pool was resuspended and homogenized in 1.5 mL of BBL™ Brain Heart Infusion (BHI) culture medium (Becton, Dickinson and Company, BD) and then centrifuged for 2 minutes at 840Xg with Prism™ microcentrifuge (Labnet). One hundred microliters of obtained supernatants were transferred in four BHI vials containing 0.5, 1, 10 and 20 mM itaconate, respectively. One BHI vial supplemented with phosphate saline buffer was used as control of bacterial growth. All vials were placed at 37 °C in AnaeroJar 2.5 L Jar System (OXOID) and using Thermo Scientific™ Oxoid™ AnaeroGen™ 2.5L Sachet (Fisher Scientific) in order to generate an anaerobic atmosphere. Three samplings of 500 µL were carried out every two days from each vials and, finally, extraction of genetic material and sequencing were performed as described above.

**Treatment of pure bacterial cultures with itaconate.** The antimicrobial effect of the itaconate was tested on five pure bacteria strains belonging to *Bacteroidaceae* family (*Bacteroides* genus) obtained from DSMZ: *Bacteroides acidifaciens* (DSM 15896), *Phocaeicola vulgatus* (DSM 1447), *Phocaeicola dorei* (DSM 17855), *Bacteroides thetaiotaomicron* (DSM 2079) and *Bacteroides uniformis* (DSM 6597). Briefly, the freeze-dried bacteria pellets were rehydrated using 500ul of BBL™ Brain Heart Infusion (BHI) culture medium (Becton, Dickinson and Company, BD). To identify a single culture medium suitable for all the strains of interest, preliminary experimental growths were performed using 3 liquid media (BHI, Columbia, and Columbia supplemented with 5% defibrinated sheep blood). The Columbia medium allowed the growth of all bacteria tested and therefore it was chosen for next experiments. To test the effects of itaconate on the different strains, all bacteria were cultured in Columbia medium and 24h after colony inoculum, 50uL of bacterial suspensions were grown in 5mL of fresh Columbia medium either in the presence or absence of 0.5mM itaconate for further 24h at 37°C in anaerobic condition (in AnaeroJar 2.5 L Jar System (OXOID) with Thermo Scientific™ Oxoid™ AnaeroGen™ 2.5L Sachet (Fisher Scientific)). At the end of the experiment, bacteria abundance in all cultures was determined spectrophotometrically by measuring absorbance (OD) at 600 nm by the Multiskan Go, Thermo Scientific™ (Fisher Scientific).

**Plasma metabolic hormones and cytokines determination.** Circulating levels of GLP-1, resistin, Leptin, TNF, IL-1B, and IL6 were determined by multiplex bead-based assay (Eve Technologies, Calgary, AB, Canada).

**Measurement of intestinal permeability.** Gut permeability was determined using the fluorescein isothiocyanate (FITC)–dextran assay. In brief, mice fed with HFD for 18 weeks were fasted for 4h and orally gavaged with 300mg/kg 4kDa FITC dextran (FD4-100MG Sigma-Aldrich) solubilized in sterile PBS. Four hours later, approximately 80µl of blood was collected and the relative levels of FITC dextran in plasma diluted 1:10 in PBS were measured by fluorescence spectroscopy (excitation at 485nm and emission at 535nm).

**Measurement of fecal bacterial abundance.** The content of bacteria in stools of mice was determined by quantitative PCR of the gene encoding bacterial 16S rRNA[79]. Briefly, DNA was extracted from equal amount of fecal material derived from *wild type* and *Acod1^-/-^* mice before and at the end of antibiotics treatment, by the QIAamp PowerFecal Pro DNA Kit (Qiagen) following the manufacturer’s instructions. For real-time qPCR analysis, the variable regions 3 and 4 (V3–V4) of 16S ribosomal ribonucleic acid (rRNA) gene were amplified starting from extracted genetic material. Amplification primers used were 16S_FW: TCG TCG GCA GCG TCA GAT GTG TAT AAG AGA CAG CCT ACG GGN GGC WGC AG and 16S_Rev: GTC TCG TGG GCT CGG AGA TGT GTA TAA GAG ACA GGA CTA CHV GGG TAT CTA ATCC. SYBR Green PCR Master mix (Applied Biosystem) and the following cycling conditions were used: 95°C for 2 min, 45 cycles of (95C for 20’’, 56°C for 20’’ and 72°C for 30’’), 72° for 10 min. qPCRs were carried out using a 7900HT Fast Real-Time PCR System (Applied Biosystem). Serial dilutions of DNA from the E. coli DH5a strain were used as standard for absolute quantification of bacterial load in each sample.

**Fecal microbiota transplantation.** For fecal microbiota transfer (FMT), 5-week old male *wild type* and *Acod1^-/-^* littermates were randomly divided in two groups: donors and recipients. Before the transplantation, recipient mice only were treated with a broad-spectrum antibiotic cocktail (50 μg/ml Streptomycin, 100 U/ml Penicillin) in drinking water for 3 days to lower existing microbiota and favour the following engraftment of donor microbiota, as previously described[80]. Soon after antibiotics removal, HFD feeding was started for all mice. Starting from the first day of HFD administration and throughout the whole experiment (18 weeks), recipient *wild type* and *Acod1^-/-^* mice were gavaged daily (4 consecutive times per week) with 200µl of a fecal slurry prepared by pooling stools freshly-collected from their counterparts of reciprocal genotype in the donor group. As control, donor mice instead received 200µl of sterile PBS by oral gavage daily (4 consecutive times per week). In detail, fecal slurries were prepared by grinding stools pooled from either *wild type* or *Acod1^-/-^* donor mice in sterile PBS at the concentration of 100mg/ml. The slurries were then centrifuged at 300g for 2 min to discard insoluble materials and the supernatants used for gavaging recipient mice, as above described. Collection of stools, preparation of fecal slurries and mouse gavaging procedures were conducted under sterile conditions (under laminar flow hood).

***In vitro* adipogenesis assay.** Pre-adipocytes were isolated from iWAT collected from 8-week old *wild type* and *Acod1^-/-^* mice fed with normal diet and digested in DMEM/F12 (D8437, Merck) supplemented with 100U/ml penicillin, 100mg/ml streptomycin and 1mg/ml collagenase IV (17104-019, Gibco) for 30min at 37°C by shaking. The cell suspension was filtered through a 70μm cell strainer and centrifuged 8min at 500g. Supernatant was removed and the pellet incubated with ACK Lysing Buffer (A10492-01, Gibco) for 5min at RT. Pre-adipocytes were resuspended in DMEM/F12 supplemented with 10% FBS, 4mM L-glutamine, 100U/ml penicillin and 100mg/ml streptomycin, seeded in 24-well plates (30,000 cells per well) and grown to confluence. Culture medium was replaced with differentiation medium containing 1µM dexamethasone (190040, MP Biomedicals), 0.5mM IBMX (I5879, Merck), 1µM rosiglitazione (R2408, Merck) and 5µg/ml insulin (Merck, I9278). After 72h, medium was replaced with medium containing 1µM rosiglitazione and 5µg/ml insulin. After 5 days cells were washed with PBS and lysed for RNA extraction or fixed with formalin solution (HT501128, Sigma-Aldrich) for 15min and stained with 0.3% Oil-Red-O solution (O1391, Sigma-Aldrich) for 15min. Air dried samples were destained with isopropanol and absorbance was measured at 490nm using a microplate reader (Bio-Rad) to determine lipid content.

**Generation and treatment of BMDMs.** Bone marrow (BM)-derived macrophages (BMDMs) were prepared from 5 week-old CO_2_-euthanized C57BL/6N *wild type* and *Acod1*^-/-^ mice as previously reported[72]. At the end of the differentiation, cultured BMDMs were stimulated with 100 ng/ml LPS (Enzo Life Sciences) for 24h or with 2.5mM ATP for 40min after priming with LPS for 24h for inflammasome activation.

**Enzyme-linked immunosorbent assay (ELISA).** IL-1β concentrations and IL-6 levels in BMDMs culture medium were determined using IL-1 beta (88701376, Invitrogen) or IL-6 (88-7064-22, Invitrogen) mouse-uncoated ELISA Kits, respectively, according to the manufacturer’s instructions. Absorbance was measured at a wavelength of 450nm, subtracting the values measured at 570nm, using a microplate reader (Bio-Rad).

How the deposited data were processed for this re-analysis (not part of the article)

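The data are 25 mouse RNA-seq libraries, 14 from epididymal (eWAT) and 11 from inguinal (iWAT) white adipose tissue, in 6 groups of 3 to 5 mice. In each depot these are ND-fed wild type, HFD-fed wild type and HFD-fed *Acod1*-/- mice. According to the supplement, the authors prepared directional mRNA libraries, trimmed and filtered the reads, aligned them to GRCm38 with STAR, kept genes by a minimum of 1 CPM, tested with DESeq2 and tested terms for enrichment with Shiny-GO at an FDR under 0.1. They deposited, for each library, counts of uniquely aligned reads on genes, 5 classes of uncounted reads, the length of each cDNA and 2 columns of FPKM values. Checked on the files, the FPKM values followed from the counts and lengths to within 0.0005, with 1 column relative to the reads counted on genes and the other to the reads of all classes. They are values per library, not comparisons, and were not tested further. The paper's text does not name the counting program or whether strand was used. Gene IDs were joined to GENCODE vM21, which gave a symbol for 54723 and none for 29.

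Between 31.41 and 52.34 M reads per library were counted on genes (median 42.09 M). Reads on no feature were 6.41% to 11.9% of the reads classified, and ambiguous reads 1.52% to 2.07%. The 10 most abundant genes took 8.78% to 23.2% of the counts of a library. Mitochondrially encoded genes took 6.80% ± 1.75, 5.68% ± 1.68 and 8.02% ± 3.06 of counts (SD, in the order of the groups above) in eWAT and 8.97% ± 2.41, 6.64% ± 0.786 and 8.19% ± 1.65 in iWAT. No 2 libraries of a group were copies of each other, the lowest chi-square per degree of freedom between a pair being 33.7. Column headers of the files place 14 libraries in 1 sequencing series and 11 in another, and the second holds every ND-fed library.

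Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Per depot, genes with a mean of at least 1 CPM over its libraries were kept, normalized by TMM and fitted with 3 groups by edgeR's quasi-likelihood method. Diet compares HFD-fed with ND-fed wild type mice, and genotype compares HFD-fed *Acod1*-/- with HFD-fed wild type mice. Benjamini-Hochberg adjustment covered all genes tested, and an adjusted p under 0.1 was called. Standard errors are those of the fitted log2 fold changes. Differences between depots were tested as interaction terms in a fit of all 25 libraries over 15609 genes. CPM values are per library size after TMM normalization, and log2 CPM used a prior count of 2.

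Gene sets, 26 in all, were tested with limma's camera (preset correlation 0.01), camera with an estimated correlation, and fry. They are the TCA cycle, nuclear and mitochondrially encoded respiratory subunits, fatty acid oxidation, macrophage, lipid-associated and resident macrophage, neutrophil, mast cell, B cell, T cell, adipocyte, brown adipocyte, endothelial, fibroblast, mesothelial, red blood cell, proliferation, immediate early, sex, substrain, circadian evening-phase and morning-phase, epididymis, mammary and skin epithelium, and skeletal muscle genes. A list of 5 lymph node genes was added after the results were seen. The study's own lists are those of Fig. 3D, Fig. 3J, Fig. 4B and the row Inflammatory response of Supplementary Table 4.

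The comparisons, the alternatives and the rule for naming genes were written before the data were examined. The rule names the genes the study names in those figures, the text and that row, then *Acod1*, *Ucp1*, *Ppargc1a* and *Adgre1* in both depots, per comparison and direction the 3 called genes with the smallest adjusted p whose groups are apart and whose mean is at least 5 CPM, members of sets where a set is discussed, and the 5 protein-coding genes on either side of *Acod1*. Which 59 of these were followed through every alternative was chosen after their values were seen, and *Cxcl14* was named after its value was seen.

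The alternatives were no filter on low counts, a filter of 1 CPM in every library, DESeq2's size factors in edgeR, DESeq2's Wald test, an adjusted p under 0.05, a fit of only the groups compared, a block for the number of a library, each library left out in turn, and fry or an estimated correlation for sets. The sequencing series as a term was added after the headers of the files were seen and before any fit. A fit of the HFD libraries of series 1 alone was added after the results were seen, and an earlier version of it with another filter on low counts had been run. Tests of technical explanations that were chosen after the results were seen are named at the top of each part of the closing section. An alternative moved a count when it changed it by more than 1.5 times.

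On simulated data of these sizes, with 200 genes changed, edgeR called 57% (eWAT genotype), 50% (eWAT diet) and 51% (iWAT genotype) of the changed genes, and unchanged genes made up 8.07%, 11.5% and 5.56% of its calls. DESeq2's Wald test called 73.1% and 68.8% of changed genes by genotype in eWAT and iWAT, with 29.2% and 30.1% of its calls on unchanged genes. With no gene changed, which was run for the diet comparison of each depot only, edgeR called 0 genes. Each test of sets called the planted set and 0 of 50 random sets. The simulated genes were drawn without correlation between them, so this does not test the preset correlation of camera on the real libraries.

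The enrichment of gene ontology terms was not analysed here. Gene lists were read from the figures, the text and the supplementary table by eye or from the part of the table at hand. No library was left out of the analysis. The values of 1 listed gene are not reported here.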

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

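In this part, the tests of lymph node tissue, of the share of adipocyte RNA and of the circadian genes were chosen only after the results were seen.

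Single libraries stood far from the others of their group, by a gap of more than 0.71 of the group's range with 5 libraries, in 6 of 135 gene values, 7 of 103 set scores and 0 of 28 library measures. By chance about 1 in 20 would. In eWAT, the circadian evening-phase score (mean over its genes of log2 CPM less the mean of the depot) of wild type HFD library 4 was -1.64, against -0.0090 to 0.18 in the others of its group, and in iWAT that of wild type HFD library 4 was -1.26, against -0.043 to 0.41. An error confined to 1 library would not recur in the other depot, and the score of -1.26 in the iWAT library of the same number argues against it. Across genes, the deviations of these libraries from their groups had r = 0.563, against a mean of -0.056 between libraries of other numbers. They thus share a deviation, but whether they come from 1 mouse is not stated in the labels, and a mouse sampled at another time of day remains an untested biological explanation that could give this pattern.

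In iWAT, wild type HFD library 5 had a B cell score of 1.49, against -2.10 to -1.79 in the others, a pattern that lymph node tissue could give. The lymph node genes, with a median log2 difference of -4.04 between HFD-fed and ND-fed wild type groups, were tested between groups and do not decide for this library. In it *Glycam1* (0.85 CPM) and *Ccl19* (1.49 CPM) were above the other 4 of the group (0 and at most 0.23 CPM), while *Cxcl13* (3.3 CPM), *Madcam1* (0.041 CPM) and *Chst4* (0 CPM) were within their range. Its log2 CPM was also high for *Ebf2* (4.29, against 4.07 to 4.13) and *Ppargc1a* (2.93, against 2.14 to 2.26). The substrain score of iWAT wild type HFD library 3 was -1.66, against -0.12 to 0.43, and that set holds only 3 tested genes. No biological explanation was tested for these.

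In eWAT, wild type HFD library 5 had an epididymis score of 1.30, against -2.14 to -1.66, which is taken up with the other epididymis values under the other observations. Wild type HFD library 1 was low in its scores for the TCA cycle (-0.53, against -0.19 to -0.056) and fatty acid oxidation (-0.45, against -0.043 to 0.064) and in log2 CPM of *Cs* (8.14, against 8.53 to 8.67), and high in *Tnfsf12* (5.76, against 4.82 to 5.01). *Acod1*-/- library 2 was high in *Cs* (9.60, against 8.71 to 8.89), and *Acod1*-/- library 5 low in *Vwa3a* (2.09, against 2.97 to 3.24). No technical explanation of these was tested beyond leaving the library out, and no biological one. Without wild type HFD library 1, the genes of Fig. 3D called in both comparisons fell from 17 to 8.

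The depots differed in their response to diet in 4487 of 15609 genes (interaction term, adjusted p under 0.1), and 1 of 100 splits of the ND-fed and HFD-fed wild type libraries within depots gave as many. As medians of the difference between depots (iWAT minus eWAT), the sets called by camera and fry were adipocyte 0.92, endothelial 1.37, B cell -6.51, T cell -4.64, brown adipocyte -4.12, neutrophil -1.82 and proliferation -2.18. Series and diet nearly coincide in both depots alike, so a series effect common to the depots would not appear in this difference. The B cell and T cell sets may reflect lymph node tissue in the iWAT of ND-fed mice, where the median log2 difference of its genes was -4.04. For the other sets no technical explanation was tested, and a difference between the depots stays open.

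By genotype, 1 gene differed between the depots, and 1607 did at an unadjusted p under 0.05. The gene is *Cxcl14* (ENSMUSG00000021508), with a difference of 2.83 on the log2 scale (adjusted p = 0.0297), from -2.36 in eWAT (adjusted p = 0.0110) and 0.44 in iWAT (adjusted p = 0.401). As 12 of 100 splits gave at least 1 gene, the count is one that chance may give. Leaving out iWAT *Acod1*-/- library 3 gave 388 genes, eWAT *Acod1*-/- library 5 222, iWAT *Acod1*-/- library 1 58 and eWAT *Acod1*-/- library 3 2.

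Of the sets outside the paper's discussion, those named here were called by both camera and fry. In eWAT on HFD the median log2 fold changes were 1.11 for fibroblast, 2.30 for proliferation, 2.82 for neutrophil (2 genes tested), 0.85 for T cell, -0.80 for endothelial, -0.87 for mesothelial, -1.53 for red blood cell and -5.07 for mammary and skin epithelium genes. By genotype they were -0.91 for fibroblast, -1.22 for proliferation, -1.26 for neutrophil and -0.29 for immediate early genes. With an estimated correlation none of these was called. A lower share of adipocyte RNA on HFD would raise the other cell types alike, and the fall of endothelial genes by 0.80 argues against it as the cause of the macrophage genes' rise. Likewise, a higher share of adipocyte RNA in *Acod1*-/- mice would lower endothelial genes, which rose by 0.35. Mesothelial (0.63), B cell (0.83) and red blood cell genes (0.11) rose as well. Adipocyte genes also rose (0.39), and T cell genes fell (-0.95) like the fibroblast genes, which such a share would give. The sets go both ways, so they argue against such a share as the whole cause only. For the diet changes of the individual sets, depth, the series and the diet itself stay open, as these were tested over all genes only or not at all. By genotype both groups were on HFD with 4 libraries in series 1 and 1 in series 2, so neither parts them, and depth was tested over all genes only. For both comparisons, a change in the cells present is a hypothesis that was not tested.

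In iWAT on HFD, the sets outside the paper's discussion that both tests called were fibroblast (1.79), endothelial (0.64), adipocyte (0.61), B cell (-5.38) and T cell (-3.90). Lymph node tissue in the ND-fed samples is a candidate explanation of the last pair. The genes *Madcam1*, *Chst4*, *Glycam1*, *Ccl19* and *Cxcl13*, listed for this test, had a median log2 difference of -4.04, and *Glycam1* was between 13.9 and 25.4 CPM in the ND-fed libraries and between 0 and 0.85 CPM in the HFD-fed wild type libraries. A higher share of adipocyte RNA on HFD would lower fibroblast genes, and the rise of these by 1.79 argues against it. Whether the node was dissected away in some samples or shrank on HFD cannot be read from these values. Diet and series nearly coincide here, and the 2 HFD libraries of series 2, wild type 5 and *Acod1*-/- 3, were low as well (0.85 and 0 CPM for *Glycam1*, 3.3 and 0.78 CPM for *Cxcl13*). These lean against the series, but are too few to exclude it.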

How the results depend on the processing

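In this part, the fit of series 1 alone was chosen after the results were seen. Where a value changed, the cause was not tested, except that a stricter threshold gives fewer calls by construction.

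The correlation of the comparisons in eWAT and the macrophage medians kept their direction. The iWAT correlation changed sign, from -0.24 to 0.072, without *Acod1*-/- library 2, and was -0.061 without ND library 3 and -0.515 with the series as a term. For the other results, apart from the settings named in this part, counts stayed within 1.5 times and sets on their side of the threshold. No gene followed through the alternatives reversed.

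At an adjusted p under 0.05, eWAT genes higher and lower by genotype fell from 1364 and 1612 to 668 and 1049, and genes lower on HFD and rescued from 998 to 508. Without a filter on low counts the last was 605, and the Fig. 3D genes called in both comparisons fell from 17 to 8. A fit of only the groups compared gave 837 genes higher by genotype. With the series as a term, 2530 genes were lower on HFD, against 4025, the nuclear respiratory subunits had a median log2 fold change on HFD of 0.20 (adjusted p = 0.405), against 0.31, and in iWAT their median reversed from 0.055 to -0.13 (adjusted p = 0.321).

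The 0 genotype calls in iWAT rose under several settings. Higher and lower genes numbered 50 and 41 with 1 CPM in every library, 43 and 34 without a filter, 4 and 1 with DESeq2's size factors, 440 and 632 by DESeq2's Wald test, 1 and 3 with the series as a term, and 960 and 1136 in series 1 alone. Genes lower or higher on HFD and rescued numbered 46 and 13, 38 and 12, 4 and 0, 268 and 348, and 1 and 0 in the first 5 of these. The Fig. 3J genes called in both comparisons were 2 with 1 CPM in every library, 1 without a filter, 1 with DESeq2's size factors and 11 by DESeq2's Wald test, and the Inflammatory response genes 1, 2, 0 and 31.

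Under fry, the nuclear subunits were not called in eWAT by diet (0.31, adjusted p = 0.394) or genotype (0.28, 0.253) or in iWAT by genotype (0.18, 0.564), nor the iWAT macrophage genes by genotype (-1.07, 0.220). With an estimated correlation no set was called: in eWAT the nuclear subunits had adjusted p = 0.839 by diet and 0.553 by genotype and the macrophage genes 0.597 by diet (2.61) and 0.4929 by genotype (-2.08), and in iWAT the macrophage genes 0.807 by diet (1.33) and 0.650 by genotype (-1.07) and the nuclear subunits 0.650 by genotype (0.18). Of further sets, 51 tests were called by camera, 28 by fry and 0 with an estimated correlation.

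Across the fits that each left out 1 library, eWAT genes ran from 3148 to 3871 higher and 3311 to 4166 lower on HFD, and from 703 (without wild type HFD library 1) to 2020 (without *Acod1*-/- library 5) higher and 1006 (without wild type HFD library 1) to 2218 (without *Acod1*-/- library 5) lower by genotype. Genes higher by genotype were also 720 without wild type HFD library 4, 753 without *Acod1*-/- library 3 and 785 without *Acod1*-/- library 4. Rescued genes ran from 552 (without wild type HFD library 4) to 1365 (without *Acod1*-/- library 5) lower on HFD, with 563, 581 and 638 without *Acod1*-/- library 3, wild type HFD library 1 and *Acod1*-/- library 4, and from 876 (without wild type HFD library 1) to 1701 (without *Acod1*-/- library 5) higher on HFD. The Fig. 3D count ran from 8 (without wild type HFD library 1) to 19, with 11 without *Acod1*-/- library 3, and the Fig. 4B count from 37 to 52. The correlation ran from -0.79 to -0.50, and the nuclear subunits from 0.24 (without ND library 1, adjusted p = 0.182) to 0.40 by diet and 0.088 (without *Acod1*-/- library 2) to 0.36 by genotype.

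In iWAT, genotype counts ran from 0 to 1401 higher and 0 to 1263 lower, both without *Acod1*-/- library 3, and were 72 and 138 without wild type HFD library 5. Rescued genes ran from 0 to 726 lower and 0 to 844 higher on HFD, with 62 and 85, the Fig. 3J count from 0 to 11, with 4, and the Inflammatory response count from 0 to 22, with 9, for the same libraries. Diet counts ran from 2816 to 4039 and 2649 to 4072, and the correlation from -0.33 to 0.072. The nuclear subunits by diet ran from -0.11 (without ND library 1, reversed) to 0.24 (without ND library 3, adjusted p = 0.00964), with -0.0030 (reversed) without wild type HFD library 2, 0.015, 0.018 and 0.036 without wild type HFD library 4, ND library 2 and *Acod1*-/- library 2, and 0.091 without wild type HFD library 1. With DESeq2's size factors their median was 0.033. By genotype they were 0.18, and 0.095, 0.27 and 0.34 without *Acod1*-/- library 2, wild type HFD library 2 and *Acod1*-/- library 3. Interactions of depot ran from 3017 to 4761 genes by diet and from 1 to 388 by genotype (without iWAT *Acod1*-/- library 3), with 222 without eWAT *Acod1*-/- library 5, 58 without iWAT *Acod1*-/- library 1 and 2 without eWAT *Acod1*-/- library 3.

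Of 118 values of named genes, the calls that changed were 26 under DESeq2's Wald test (all gained), 5 at an adjusted p under 0.05 (all lost), 10 without a filter (8 lost), 6 in the fit of only the groups compared (2 lost), 8 with the series as a term (7 lost) and 1 with DESeq2's size factors (gained). With 1 CPM in every library 9 of 102 changed, all gained, and with 1 library left out 29 of 1524 were lost and 49 gained.

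Whether numbers pair the libraries was checked. In no pair of groups did every library correlate above 0.1 with the library of its number in the other group, and the mean of these correlations was 0.079 by diet and 0.14 by genotype in eWAT, 0.16 and 0.038 in iWAT. Between the depots it was 0.18 in ND-fed wild type, 0.23 in HFD-fed wild type and 0.010 in *Acod1*-/- mice, and pairs were not assumed. A block for the number gave 3345 and 3561 eWAT genes higher and lower on HFD, 941 and 1448 by genotype, 1209 and 724 rescued, and 0 iWAT genes by genotype, where 1062 and 1406 had an unadjusted p under 0.05 without the block. Of the values of named genes, it changed 4 calls: *Acad11* (0.145) and *Zbtb16* (0.115) by genotype and *Ppargc1a* (0.131) by diet were not called, and *S100a8* was by genotype (adjusted p = 0.0376), all in eWAT.

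Depth limits *Acod1*, which no library counted more than 9 times. *Tnf*, *Tnfsfm13* and *Mdh1b* were not tested in eWAT because their means fell below the filter of 1 CPM, which does not show that depth limits them.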

Differences from the paper's values

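None of the tests in this part was chosen after the result was seen, apart from the fits named as such. The paper's Fig. 3J shows about 12 genes changed by HFD in iWAT and rescued by *Acod1* loss, read by eye. By edgeR's quasi-likelihood test 0 of them were called in both comparisons, and 12 had an unadjusted p under 0.05 in both. Of the alternatives set before the data were examined, DESeq2's Wald test (11) and the fit without *Acod1*-/- library 3 (11) came within 1.5 times of the paper's number. The others gave 0 to 4, the last without wild type HFD library 5. DESeq2 is the tool the paper's methods name.

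For the row Inflammatory response of Supplementary Table 4, the paper's value is 36 genes, and 0 of the 36 were called in both comparisons here, with 35 at an unadjusted p under 0.05 in both. Of the alternatives set before the data were examined, DESeq2's Wald test (31) came within 1.5 times. The fit without *Acod1*-/- library 3 gave 22, that without wild type HFD library 5 gave 9, and the others gave 0 to 2.

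By gene, DESeq2's Wald test called 11 of the Fig. 3J genes and 31 of the Inflammatory response genes in both comparisons. *Serpinf1* and *D1Ertd622e* were called in both without *Acod1*-/- library 3 and in no other fit. *Cidea*, *Selp*, *Tspan2* and *Thbs1* were called in both comparisons by none of the fits run. *Ebf2* was also called without a filter on low counts, with 1 CPM in every library, with DESeq2's size factors in edgeR and without wild type HFD library 5, *Trpv1* with 1 CPM in every library and without wild type HFD library 5, *Hp* under both other filters and *Ccl9* without a filter. Without wild type HFD library 5, *Fgf9* and *Dhrs7b* were called, as were *Clec10a*, *Cd68*, *Ccl6*, *Ccl9*, *Casp1*, *Hp*, *Grn*, *Sirpa* and *Alox5ap*.

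The paper states that the genes of Fig. 3D fell on HFD and were rescued in eWAT. *Cs*, *Idh3b*, *Ogdh*, *Atp5b* and *Acad11* were not called in both comparisons here, and DESeq2's Wald test called each of them. By edgeR's test their diet adjusted p was, in that order, 0.103, 0.0507, 0.0029, 0.059 and 0.1095. Their genotype adjusted p was 0.102, 0.109, 0.101, 0.101 and 0.0691. *Cs* and *Acad11* were also called with 1 CPM in every library, and each but *Cs* in at least 1 fit that left out a library. *Mdh1b* was below the filter.

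The paper gives the genes of Fig. 4B as higher on HFD and rescued. *Zbp1*, *Tnfaip8* and *S100a8* were not called by genotype here (adjusted p = 0.110, 0.119 and 0.116), and DESeq2's Wald test and the filter of 1 CPM in every library called all of them. *Tnfaip8* was called in the fit of only the groups compared, *S100a8* with the series as a term (added after the headers were seen), and each in fits that left out a library. *Tnf* and *Tnfsfm13* were below the filter.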

Other observations

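In this part, the tests of gene length and GC content, the series as the source of deviating *Acod1*-/- libraries, a mislabelled sample, epididymis, epithelium and muscle tissue, *Nnt*, and the splits under DESeq2 were chosen only after the results were seen.

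Other splits of the same libraries were fitted to see how often they give results as large, and each count of splits includes the real one. In eWAT by diet, 1 of 100 splits gave as many genes higher and 1 as many lower, and by genotype 3 of 100 in each direction. A split of the wild type libraries by series, which differs from the real one by 1 library, gave 2346 genes higher and 2862 lower in series 1, all of whose libraries are HFD-fed. Both are below the real 3705 higher and 4025 lower on HFD. The fit with the series as a term is the blocked value (2609 higher and 2530 lower). For rescued genes the splits as large were 1 of 100 (lower on HFD) and 2 of 100 (higher). For the macrophage set they were 1 of 100 in each comparison. For the lists of Fig. 3D and Fig. 4B they were 1 of 100 each. The study chose these lists on the real grouping of these libraries, which favours the real split, so their splits do not test chance. The nuclear respiratory subunits differed as much in 12 of 100 splits by diet and 31 of 100 by genotype, so chance alone can give their medians. In iWAT by diet, 1 of 56 splits gave as many genes in each direction. By genotype 0 genes were called, as for rescued genes and both lists, so all 56 splits reach these counts by definition and tell nothing about them. The macrophage set was as large in 1 of 56 splits by diet and 2 of 56 by genotype, and the nuclear subunits in 43 of 56 and 13 of 56. Under DESeq2's Wald test, whose genotype counts were 440 and 632, 3 of 56 splits gave as many genes higher and 2 of 56 as many lower, and the larger of these is taken as its result.

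The negative correlation of diet and genotype log2 fold changes may come from the HFD-fed wild type libraries that both comparisons share. In eWAT, where r was -0.66, fits that gave each comparison its own wild type libraries had a median r of -0.58 (-0.66 to -0.46), which argues against sharing as the whole cause, and counts simulated with no change gave -0.49 to -0.41. Yet the r was -0.50 without ND library 2, and 10 of 100 splits gave an r as low as -0.66. In iWAT, where r was -0.24, the median over such fits was -0.20 (-0.41 to -0.055), simulated counts gave -0.43 to -0.31, and 22 of 56 splits gave an r as low. Sharing alone gave a lower r than this in simulated counts, but r stayed negative without sharing, so the values leave open what gives it.

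The sequencing series could stand behind the diet genes, since the 2 nearly coincide. With the series as a term, the median size of the diet genes' log2 fold changes was 1.04 times that without it in eWAT and 1.05 times in iWAT, and 0 and 1 genes were called for the series (689 and 1343 at an unadjusted p under 0.05). This argues against the series as the whole cause, on the strength of 1 library of each HFD-fed group in the second series. The fit takes the series to shift both groups alike. Library depth was lower in *Acod1*-/- mice. With all libraries thinned to the smallest total, 2991 eWAT genes were called by genotype, against 2976, which argues against depth, and in iWAT 1 gene against 0, which cannot tell.

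Gene length and GC content could move the nuclear subunit genes as a group. After the trend on both was subtracted, their median in eWAT was 0.12 on HFD, from 0.31, so that this explanation cannot be told apart from a change on HFD. By genotype it was 0.20, from 0.28, which argues against the trend as the whole cause there. The diet and genotype medians of all genes were -0.038 and 0.044.

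Leaving out the *Acod1*-/- library of the second series raised the genotype counts in both depots, so that the series might be behind it. Across genes, the deviations of the 2 HFD libraries of that series from their groups had r = 0.21 in eWAT, too small to decide, and r = -0.14 in iWAT, which argues against a shift common to the series there. A mislabelled iWAT sample cannot be told apart from a mouse that differs, because the highest *Acod1* count of any iWAT library was 9. The age or weeks of diet of *Acod1*-/- library 3 stay open as untested biological explanations. Its label states 18 weeks and the paper 16, so its weeks of diet are themselves uncertain.

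Some libraries may hold other tissue. Summed over 10 epididymis genes, eWAT ND library 2 had 6982 CPM, *Acod1*-/- library 5 963 CPM, *Acod1*-/- library 1 239 CPM and wild type HFD library 5 100.1 CPM, led by *Crisp1* or *Lcn8*. As 4 of the 10 genes rose and fell together (Spearman's rho over 0.7 with the mean of the others), the criterion set for this test argued against epididymis tissue. For 8 epithelium genes in iWAT, led by *Krt14* at *Acod1*-/- library 2 (851 CPM in sum) and ND library 3 (99.9 CPM), 7 met it, which spoke for epithelium. Most listed genes were at 3 counts or fewer in 7 of 14 and 4 of 11 libraries, so a rule that voids such a test was added after these counts were seen, and under it neither test decides. Other tissue in only some samples would itself leave the rest at the floor. Neither the criterion nor the rule therefore counts against such tissue. The epididymis sums ran from 0.27 CPM in wild type HFD library 3 to the 6982 CPM of ND library 2, a range that carry-over into some samples could give. For 10 skeletal muscle genes in iWAT, 8 met the criterion, and no library was mostly at the floor. ND library 1 had 9642 CPM, led by *Myh4*, and the others 51.4 to 729.5 CPM, which is consistent with muscle in that sample. Of the lists, 10 epididymis, 8 epithelium and 10 muscle genes passed the filter on low counts in the depot named, and the study lists none of them.

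*Nnt* (ENSMUSG00000025453) was low in every library, at most 1.33 CPM. The deletion of *Nnt* in C57BL/6J mice may give such values, but the paper and the labels give the strain as C57BL/6N, which does not carry it. Without a library known to be intact the value cannot tell.

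By qPCR, the paper measured *Ppargc1a* in eWAT and *Ucp1* in iWAT. In eWAT, *Ppargc1a* had a log2 fold change of -0.64 on HFD (standard error 0.26, adjusted p = 0.0622) and of 0.64 by genotype (standard error 0.25, adjusted p = 0.106), and in iWAT a log2 fold change of -1.03 on HFD (standard error 0.27, adjusted p = 0.0119) and of 0.85 by genotype (standard error 0.28, adjusted p = 0.173). In eWAT the genotype adjusted p was 0.0800 without wild type HFD library 5 and 0.0747 without *Acod1*-/- library 5, the diet adjusted p was 0.170, 0.131 and 0.118 without ND library 4 and wild type HFD libraries 3 and 4, and in iWAT the genotype adjusted p was 0.0902 without *Acod1*-/- library 3. With the sequencing series as a term, *Ppargc1a* was not called on HFD in eWAT (adjusted p = 0.257) or iWAT (0.144). The diet call in eWAT was also lost without a filter (0.147). By genotype, DESeq2's Wald test called it in eWAT (0.0679) and iWAT (0.0614), and a filter of 1 CPM in every library did so in eWAT (0.0917). In iWAT, *Ucp1* (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452) measured 235 ± 313 CPM (SD, n = 3) in ND-fed wild type mice, 1.07 ± 0.835 CPM (SD, n = 5) in HFD-fed wild type mice and 4.72 ± 5.05 CPM (SD, n = 3) in HFD-fed *Acod1*-/- mice. *Ucp1* changed by -7.79 on the log2 scale on HFD (standard error 1.53, adjusted p = 0.00237) and by 2.15 by genotype (standard error 1.36, adjusted p = 0.455), which no fit called by genotype.

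Of the 10 protein-coding genes around *Acod1*, of which 8 were tested in eWAT and 9 in iWAT, *Kctd12* was called by genotype in eWAT (log2 fold change -0.86, adjusted p = 0.0420), except without wild type HFD library 1 (adjusted p = 0.104), and none was called in iWAT. Without a filter, *Acod1* had adjusted p = 0.377 by diet and 0.687 by genotype in eWAT, and 0.877 and 0.757 in iWAT.

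Results of the remaining gene sets, as median log2 fold changes by diet and genotype, were as follows. In eWAT they were 3.31 and -2.50 for lipid-associated macrophage, 0.81 and -0.32 for resident macrophage, 3.89 and -3.07 for mast cell, -0.28 and 0.097 for sex, -1.22 and 0.25 for substrain, -0.14 and 0.45 for circadian evening-phase, -0.22 and -0.92 for circadian morning-phase, -4.60 and 4.30 for epididymis and 0.16 and 1.09 for skeletal muscle genes. In iWAT they were 1.97 and -0.71, 1.83 and -0.86, -0.22 and -0.39, -0.18 and 0.21, -0.92 and -0.40, 0.42 and 0.61, and -0.93 and -0.065 for the first 7, and -3.90 and 1.20 for skeletal muscle genes. For adipocyte, brown adipocyte and mammary and skin epithelium genes by genotype, the eWAT medians were 0.39, -0.28 and 1.32, and for B cell, T cell, endothelial, mesothelial and red blood cell genes 0.83, -0.95, 0.35, 0.63 and 0.11. On HFD in eWAT, adipocyte genes had -0.26, brown adipocyte genes 1.48, B cell genes 0.71 and immediate early genes 0.034. In iWAT by diet and genotype, brown adipocyte genes had -1.94 and 0.40, epithelium genes -3.29 and 6.49, mesothelial genes -0.70 and 0.35, neutrophil genes -0.19 and -1.16, proliferation genes 0.15 and -0.11, red blood cell genes -0.54 and 0.042, and immediate early genes 0.30 and -0.50. By genotype in iWAT, adipocyte genes had -0.10, B cell genes -2.01, T cell genes -1.64, endothelial genes -0.29 and fibroblast genes -0.28. In that depot, the TCA cycle had -0.39 and 0.23, the mitochondrially encoded subunits -0.30 and 0.58, the nuclear subunits 0.055 and 0.18, and fatty acid oxidation -0.10 and 0.10.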
